# Enrichment of H3K9me2 on Unsynapsed Chromatin in *Caenorhabditis elegans* Does Not Target *de Novo* Sites

**DOI:** 10.1534/g3.115.019828

**Published:** 2015-07-08

**Authors:** Yiqing Guo, Bing Yang, Yini Li, Xia Xu, Eleanor M. Maine

**Keywords:** meiosis, germ cells, gene regulation, histone modification, MET-2

## Abstract

Many organisms alter the chromatin state of unsynapsed chromosomes during meiotic prophase, a phenomenon hypothesized to function in maintaining germline integrity. In *Caenorhabditis elegans*, histone H3 lysine 9 dimethylation (H3K9me2) is detected by immunolabeling as enriched on unsynapsed meiotic chromosomes. Loss of the SET domain protein, MET-2, greatly reduces H3K9me2 abundance and results in germline mortality. Here, we used *him-8* mutations to disable X chromosome synapsis and performed a combination of molecular assays to map the sites of H3K9me2 accumulation, evaluate H3K9me2 abundance in germline *vs.* whole animals, and evaluate the impact of H3K9me2 loss on the germline transcriptome. Our data indicate that H3K9me2 is elevated broadly across the X chromosome and at defined X chromosomal sites in *him-8* adults compared with controls. H3K9me2 levels are also elevated to a lesser degree at sites on synapsed chromosomes in *him-8* adults compared with controls. These results suggest that MET-2 activity is elevated in *him-8* mutants generally as well as targeted preferentially to the unsynapsed X. Abundance of H3K9me2 and other histone H3 modifications is low in germline chromatin compared with whole animals, which may facilitate genome reprogramming during gametogenesis. Loss of H3K9me2 has a subtle impact on the *him-8* germline transcriptome, suggesting H3K9me2 may not be a major regulator of developmental gene expression in *C. elegans*. We hypothesize H3K9me2 may have a structural function critical for germline immortality, and a greater abundance of these marks may be required when a chromosome does not synapse.

In the germ line, as in all developing tissues, gene expression and chromosome segregation are in part regulated by chromatin structure. Moreover, as the tissue that gives rise to subsequent generations, the germ line undergoes distinctive processes during gamete formation. One distinctive aspect of germline chromatin regulation conserved in many animal species is a process called meiotic sex chromosome inactivation (MSCI), whereby the heterogametic sex chromosomes acquire histone modifications during first meiotic prophase that are consistent with a heterochromatic state (reviewed by Handel 2004; Kelly and Aramayo 2007; Maine 2010; Turner 2007). Similarly during first meiotic prophase, any homologous chromosomes that fail to synapse because of mutation, translocation, or duplication acquire elevated levels of heterochromatin-associated histone modifications in a process variably termed meiotic silencing of unpaired chromatin or meiotic silencing of unsynapsed chromosomes (MSUC) (Maine 2010) . These meiosis-specific chromatin changes, observed in many animal species (including mammals, birds, nematodes, some insects), have been implicated in transcriptional and checkpoint control and have been hypothesized to play additional roles in regulating genome stability.

In *C. elegans* (X0) males, the X chromosome acquires a relatively high level of histone H3 lysine 9 dimethylation (H3K9me2) during first meiotic prophase (Kelly *et al.* 2002; Bean *et al.* 2004). H3K9me2 levels also increase during early meiosis on unsynapsed homologs present in certain mutant backgrounds, *e.g.*, *him-8* mutant hermaphrodites where the X chromosomes fail to synapse (because HIM-8 mediates X chromosome pairing), or on single-copy free chromosomal duplications, *e.g.*, *sDp3* (Bean *et al.* 2004). MET-2 (the SETDB1 ortholog, histone methyltransferase-2) is primarily responsible for H3K9me2 marks in the *C. elegans* germ line, as H3K9me2 is not detectable by indirect immunofluorescence labeling of whole gonads isolated from *met-2(0)* mutants (Bessler *et al.* 2010). *In situ* hybridization analysis of X-linked oogenic genes, normally expressed in late pachytene, revealed a sharp reduction in mRNA levels in XO hermaphrodites (Bean *et al.* 2004; Jaramillo-Lambert and Engebrecht 2010), suggesting the elevated H3K9me2 may limit transcription of X-linked genes.

We previously showed that meiotic H3K9me2 distribution is severely altered when certain components of the germline small RNA network are mutated (Maine *et al.* 2005; She *et al.* 2009). Specifically, H3K9me2 enrichment on unsynapsed chromosomes and chromosomal regions is reduced when components of the CSR-1 (chromosome-segregation and RNAi deficient) Argonaute pathway are absent, including EGO-1 RNA-directed RNA polymerase (RdRP); DRH-3 helicase; the Tudor domain protein, EKL-1; and CSR-1. Unsynapsed chromosomes evaluated for H3K9me2 enrichment included the male X, hermaphrodite X chromosomes in *him-8* mutants, the large free duplication *sDp3*, and several extrachromosomal arrays (Maine *et al.* 2005; She *et al.* 2009). In addition, ectopic H3K9me2 is detected on synapsed chromosomes in the absence of CSR-1, leading us to propose that CSR-1 activity might limit deposition of H3K9me2 marks at synapsed regions (She *et al.* 2009). This phenotype is consistent with the proposed role for CSR-1 as a positive regulator of germline gene expression (Claycomb *et al.* 2009; Seth *et al.* 2013; Wedeles *et al.* 2013).

To better understand the biological function of H3K9me2 enrichment as well as the mechanism by which these marks are targeted to particular genomic sites, we sought to map the sites of H3K9me2 enrichment on synapsed and unsynapsed chromosomes. We used chromatin immunoprecipitation followed by sequencing of precipitated DNA (chromatin immunoprecipitation sequencing; ChIP-seq) to evaluate the H3K9me2 pattern in control adult hermaphrodites and adult *him-8* mutants where the X chromosomes fail to synapse during meiosis. The existing *C. elegans* literature regarding H3K9me2 distribution in the meiotic germ line is based on indirect immunofluorescence assays. The use of ChIP-seq allowed us to obtain a detailed picture of H3K9me2 distribution across the genome. We detect a similar pattern of H3K9me2 distribution in control and *him-8* hermaphrodites, with a higher proportion of H3K9me2-associated sequence reads derived from the X chromosome in *him-8* hermaphrodites compared with controls. In addition, H3K9me2 levels are higher in *him-8* at many sites dispersed across the genome. Protein blotting similarly detects an increased H3K9me2 abundance in *him-8* relative to controls. Taken together, these data indicate that H3K9me2 levels are generally elevated in the *him-8* genome, with an especial enrichment on the X. Messenger RNA-seq analysis reveals that loss of H3K9me2 has a subtle effect on the gonad transcriptome. Interestingly in light of the link to RNA mechanisms, H3K9me2 levels anti-correlate with candidate targets of CSR-1/Argonaute activity and strongly correlate with candidate targets of WAGO-1 (worm Argonaute protein)/Argonaute activity.

## Materials and Methods

### Strains

*C. elegans* strains were cultured using standard methods (Brenner 1974). *C. elegans* var. Bristol (N2) is the wild-type parent strain for all mutations used in this study. Information on specific genes, alleles, and nomenclature can be found at www.wormbase.org. Strains used for H3K9me2 ChIP-seq analysis were *fer-1(b232ts);him-8(e1489)* and *fer-1(b232ts)*. Strains used for gonad mRNA-seq were *met-2(n4256);him-8(tm611)* and *him-8(tm611)*. Strains carrying multiple mutations were generated by standard methods and confirmed by polymerase chain reaction (PCR) and/or sequencing. The strain deleted for all 12 *wago* clade genes (MAGO12) (Gu *et al.* 2009) was a gift from Darryl Conte. To obtain MAGO12 males for indirect immunofluorescence, L4 hermaphrodites were placed at 30° for 4 hr, males were collected from among their progeny and used to set up matings, and males from subsequent generations were immunolabeled.

The two *him-8* alleles used in our strains disrupt production of functional HIM-8 protein and, consequently, prevent X chromosome synapsis and pairing (Phillips *et al.* 2005). We performed indirect immunofluorescence to confirm that H3K9me2 accumulated on the unsynapsed X chromosomes in each *him-8* strain and failed to accumulate in each *met*-2 strain, as expected (Supporting Information, Figure S1). We used *him-8(tm611)* for mRNA-seq because it contains a small deletion that makes an excellent internal control for the sequencing data.

### Indirect immunofluorescence and Western blotting

H3K9me2 indirect immunofluorescence was performed as described (She *et al.* 2009). Briefly, gonads were dissected in 0.1−0.2 mM levamisole/phosphate-buffered saline (PBS) in a deep-well slide and fixed by adding 200 μL of a 3% PFA/1× PBS solution to the well and incubating at room temperature (RT) for 5 min. Tissue was washed 3× in PBST (1× PBS/0.1% Tween-20), blocked in 30% goat serum/PBST for 1−2 hr, and incubated with anti-H3K9me2 (1:200 dilution, Abcam 1220) at 15° overnight. Tissue was washed 3× 15 min in PBST, incubated for 2 hr with Alexa488-conjugated goat antimouse secondary antibody (1:200 dilution, Invitrogen) at RT, and washed 3× in PBS; DAPI was included in the penultimate wash. Tissue was mounted on slides in VECTASHIELD medium (Vector Labs). Images were captured on a Zeiss Axioscope.

Western blots were prepared using standard protocols. Gonads were dissected from hermaphrodites at L4 stage + ∼18−24 hr. Animals were washed 2X in M9 + protease inhibitor cocktail (Roche) and dissected in fresh M9 + protease inhibitor. Dissected gonads were transferred to a well with fresh solution; when ∼150 gonads were accumulated, material was centrifuged, excess solution removed, and tissue was frozen on dry ice. For whole worms, the specified number of animals was washed in M9, transferred to a tube, spun down, excess solution removed, and frozen on dry ice. To prepare samples, an appropriate amount of 4× loading buffer was added, and sample was boiled for 10 min, cooled down on ice, and centrifuged. Supernatant was transferred to a new tube and volume was measured. Total volume was adjusted by addition of 1× loading buffer, and appropriate amounts were loaded onto gels for histone detection. Typically, the adjusted volume was 32 μL; 16 μL was used for testing histone H3 modification, and 8 μL was used for testing histone H3. Pierce SuperSignal West Pico (#34080) or Femto (#34094) detection substrate was used to visualize protein. We noted that the Femto substrate consistently detected rarer modifications, H3K9me2 and H3K4me3, at a higher level relative to total H3 than did the Pico substrate. In contrast, we did not observe this difference when assaying protein that is present at a relatively greater level, *e.g.*, gonad H3K4me1 was detected at 80% of whole animal H3K4me1 by both the Pico and Femto substrates. We hypothesize that detection at the lower limit of the Pico substrate sensitivity is unreliable, and included only Femto detection data for H3K9me2 and H3K4me3 in Figure 6. Quantification was performed using Image J software (Gassmann *et al.* 2009).

### ChIP-seq

To obtain adults for ChIP, we collected embryos from animals grown at 15°, hatched them into M9 medium, collected the synchronized L1s, raised them in liquid medium at 22° for ∼60 hr, and harvested adults. For *him-8* strains, hermaphrodites were separated from males using 35 micrometer nylon mesh (Sefar). Animals were fixed in 1% formaldehyde for 10−20 min at 22° (RT), frozen in liquid nitrogen, and stored at −80°. Lysis buffer (50 mM Tris-HCl, 1% SDS, 10 mM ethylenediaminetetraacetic acid (EDTA), 1× protease inhibitor cocktail; Roche 04693132001) was added to frozen samples, which were then thawed on ice. Tissue was disrupted and chromatin was sheared with a probe sonicator (Sonic Dismembrator, Fisher Scientific) 8 × 10 sec on setting 7 (output power ∼24 Watts), with cooling on ice for 2 min after each pulse. Protein concentration was measured by Bradford assay. A total of 1−2 mg of total protein extract (100 μL) was added to 900 μL of dilution buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, 167 mM NaCl, 1× protease inhibitor cocktail, Roche), and precleared by addition of DynaBeads. Anti-H3K9me2 (Abcam1220) was used to detected histone modification. Normal mouse IgG (Invitrogen; 10400C) was used as a nonspecific control. For each 1 mL of precleared lysate, ∼6 μg of antibody was added, and the sample was rotated at 4° overnight for ∼16 hr. Prewashed DynaBeads were added and the sample was rotated at 4° for 1 hr. Beads were collected by magnetic separation and washed with a series of buffers: low salt wash buffer [0.1% sodium dodecyl sulfate (SDS), 1% Triton X-100, 2mM EDTA, 20 mM Tris-HCl, 150 mM NaCl], high salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, 500 mM NaCl), and LiCl wash buffer (1% sodium deoxycholate, 1% NP-40, 1 mM EDTA, 10 mM Tris-HCl, 250 mM LiCl), 5 min each, and then washed in TE buffer once for 5 min. Antibody/protein was eluted in 200 μL of 50° elution buffer (1% SDS, 0.1 M NaHCO_3_); supernatant was removed, and a second 200-μL elution was performed. Cross-linking was reversed by addition of 20 μL of 5M NaCl to each 400-μL sample, and incubation at 65° for 4 hr. Then, 31 μL of PK solution (10 μL of 0.5M EDTA, 20 μL of 1 M Tris-HCl, pH 6.8, 1 μL of 20 mg/mL proteinase K) was added, and samples incubated at 45° for 1 hr. DNA was recovered by phenol/chloroform and isopropanol extraction. Before performing ChIP with adult chromatin extracts, we optimized conditions using chromatin prepared from synchronized L3 larvae and performed real-time PCR to assay genomic regions reported to be enriched/not enriched for H3K9me2 by modENCODE. We subsequently performed ChIP with synchronized adult hermaphrodites, as described.

DNA libraries were generated using the NEBNext ChIP-seq Library Prep Master Mix Set for Illumina (NEB #E6240) following the manufacturer’s protocol and using QIAGEN column purification. Library concentration and size were evaluated via Qubit fluorometric quantification (Invitrogen) and on a Bioanalyzer (Agilent Tech), respectively. DNA was sequenced at Cornell University on an Illuminar Highsequation 2500. In total, four ChIP DNA libraries were generated, with an average of ∼10.6 million unique mapped reads per library (see the section *Elevated H3K9me2 levels are observed in* him-8 *mutants*).

### mRNA-seq

Gonad dissection protocol was adapted from (Wang *et al.* 2009). Gonads were dissected from hermaphrodites at L4 stage + ∼18−24 hr. Animals were washed in “red PBS” (1× PBS + 1mM aurin tricarboxylic acid, an RNAse inhibitor) and dissected in red PBS with 0.2 mM Levamisole to immobilize worms. A total of 10−20 animals were dissected at a time; ∼15 gonad arms were collected (cutting at the spermatheca) per set of dissected animals. Dissected gonads were placed into Trizol (Invitrogen) on ice. Dissected material was stored for as many as several days at −80°. RNA was isolated following the standard Trizol protocol. Messenger RNA was isolated using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB#7490). Libraries for RNA-seq were constructed with the Illumina TruSeq RNA Sample Preparation Kit v2 (cat no.: RS-122-2001) following the protocol provided. Subsequent steps were the same as for ChIP-seq. 

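The deposited count table gave the reads that fell on each of 20389 genes in each library, and their mean total was 29607722 reads per library (SD 16783687, n = 4 libraries). These totals cover reads counted on genes, and the values given here use them. Some ribosomal protein genes, such as rpl-4 and rps-0, chosen after their values were seen, had 0 reads in every library. The totals may therefore leave out transcripts that were present. At these depths 3 reads, taken as the smallest detectable count, corresponded to 0.172 reads per 1000000 reads (CPM) in met-2;him-8 replicate 1, 0.0814 in met-2;him-8 replicate 2, 0.0602 in him-8 replicate 1 and 0.210 in him-8 replicate 2. These limits cover counting error only.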

In total, four mRNA libraries were generated; an average of 54 millions reads aligning perfectly to the *C. elegans* genome (see *Impact of H3K9me2 loss on the gonad transcriptome*) was obtained per library. The Pearson correlation coefficients for biological replicates of *met-2;him-8* and *him-8* are 0.87 and 0.97, respectively.

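Pearson correlations were recomputed from the deposited counts as log2(CPM + 1) over the 17144 genes with at least 1 read in the 4 libraries together. The paper does not state the scale of its own coefficients, which may differ from this one. Across genes, which are not independent replicates, the correlation was 0.972 between the met-2;him-8 replicates and 0.989 between the him-8 replicates. The Spearman coefficient moved the values most, to 0.908 for met-2;him-8 and 0.954 for him-8. Between libraries of different genotypes the correlation ranged from 0.974, for met-2;him-8 replicate 1 and him-8 replicate 2, to 0.986, for met-2;him-8 replicate 1 and him-8 replicate 1. All 4 of these values lay above that of the met-2;him-8 replicates and below that of the him-8 replicates.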

### Analysis of DNA sequence data

ChIP-seq data were mapped to the genome using Bowtie (v1.0.0) or BWA (v0.7.7) aligner (Langmead *et al.* 2009; Li and Durbin 2009); only those reads mapping uniquely to a single position in the genome were analyzed further. Peaks were called using MACS2 (v2.0.10.20130306-beta) (Zhang *et al.* 2008) with input as control (sample to input) or one of ChIP-seq datasets as control (sample to sample). BEADs analysis (v1.1) then was used to normalize the data as described (Cheung *et al.* 2011; Vielle *et al.* 2012). Two biological replicates were averaged after BEADs standardization, and H3K9me2 distribution relative to important genomic features was characterized with the use of CEAS (v1.0.2) (Shin *et al.* 2009). Bedtools (v2.17.0) (Quinlan and Hall 2010) was used to assist in finding differential peaks. R (v3.1.1) was used to plot the results. RNA-seq data were mapped to the genome using STAR (v2.3.0) aligner (Dobin *et al.* 2013). Cufflink (v2.2.1) and Cuffdiff (v2.2.1) were used to call RPKM values and determine which transcripts are present at significantly different levels in the various datasets (Trapnell *et al.* 2013). Bedtools (v2.17.0) was used to find genes located at H3K9me2-enriched sites. The IGV (v2.3.36) genome browser was used to visualize data (Robinson *et al.* 2011). All sequencing data have been submitted to the GEO database at NCBI as series GSE67030.

We took two approaches to identify repeat regions.

1. We screened the *C. elegans* genome (version WS 220) for annotated repeats listed in Repbase (version 20140131, www.girinst.org) using RepeatMasker (version open-4-0-5, repeatmasker.org, search engine RMBlast). This procedure identified seven types of repetitive sequence, classified by Repbase as Retro elements, DNA transposons, Helitrons, unclassified interspersed repeats (unassigned repeats), satellite sequences, simple repeats, and low complexity repeats. We then screened the H3K9me2-enriched sequences identified in *fer-1;him-8* and *fer-1* ChIP experiments using the same method.
2. We downloaded the Wormbase repetitive DNA data set, which includes additional repetitive sequences not annotated by Repbase (listed as “other” in Table S1), and compared these sequences to our ChIP-seq data sets using Bedtools.

### Quantitative real-time PCR

Real-time PCR was used to assay H3K9me2 ChIP results for select sites before deep sequencing. Real-time PCRs were performed with the Bio-Rad CFX Connect Real-Time PCR Detection System and RT-PCR reagent (Invitrogen). Primers used are listed in Table S3.

### Data availability

ChIP-seq and gene expression data are available at GEO with the accession number GSE67030. Table 1 lists the distribution of H3K9me2 enrichment on different classes of repetitive sequence. Table S2 summarizes the developmental phenotype associated with *wago-1;met-2* double mutants and controls. Figure S1 contains representative examples of H3K9me2 labeling, as detected by indirect immunofluorescence, of all relevant strains used in the ChIP-seq experiments. Figure S2 compares our adult ChIP-seq data with adult data from the modENCODE project for select sites. Figure S3 compares our adult data with germline-specific ChIP-seq data from the modENCODE project for select sites. Figure S4 contains data to indicate the low abundance of H3K9me2 in isolated gonads is not an artifact of the dissection process. Figure S5 demonstrates that H3K9me2 labeling, as detected by indirect immuofluorescence, is normal in MAGO12 males.

**Table 1:** Most sites of H3K9me2 enrichment are common to *fer-1;him-8* and *fer-1* adults

LG	H3K9me2 Elevated	H3K9me2 Reduced	H3K9me2 Absent*^a^*	*de novo* Sites*^b^*
I	867	320	0	73
II	649	255	1	57
III	752	341	0	60
IV	622	308	2	67
V	653	483	2	60
X	409	144	3	31
Total	3952	1851	8	348

>99.9% of the ∼8200 sites of H3K9me2 enrichment detected in *fer-1* adult hermaphrodites are also detected in *fer-1;him-8* adult hermaphrodites (see text). A large proportion of these sites are either elevated or reduced in *fer-1;him-8* compared with *fer-1* controls: ∼48% of sites are enriched at a significantly greater level in *fer-1;him-8*, and ∼23% of sites are enriched at a significantly reduced level in *fer-1;him-8*. Enrichment at most of the remaining ∼2400 sites (not listed here) is detected at an equivalent level in *fer-1* and *fer-1;him-8*. H3K9me2, histone H3 lysine 9 dimethylation

a Less than 0.1% of the sites enriched for H3K9me2 in *fer-1* lack that enrichment in *fer-1;him-8*.

b A number of *de novo* sites of H3K9me2 enrichment are detected in *fer-1;him-8*.

## Results

### Elevated H3K9me2 levels are observed in *him-8* mutants

To identify sites of elevated H3K9me2 on unsynapsed X chromosomes, we performed ChIP-seq analysis of control adult hermaphrodites (*fer-1*) and adult hermaphrodites with an X chromosome synapsis defect (*fer-1;him-8* mutants). The *him-8* mutation disrupts X chromosome pairing and synapsis (Hodgkin *et al.* 1979; Phillips *et al.* 2005) and the *fer-1(ts)* mutation impairs spermatogenesis, thereby preventing embryo production (L’Hernault *et al.* 1988). As shown in Figure S1, sites of high H3K9me2 enrichment are detected in *fer-1;him-8* meiotic nuclei via indirect immunofluorescence as expected given the unsynapsed X chromosomes. Meiotic germ cells comprise a substantial proportion (∼25%) of nuclei in the adult hermaphrodite (*e.g.*, see Qiao *et al.* 1995), and therefore we expected the H3K9me2 signal on meiotic X chromosomes to add substantially to the total X chromosome reads in our ChIP-seq dataset. We performed ChIP-seq on chromatin extracts prepared from synchronized *fer-1* and *fer-1;him-8* adult hermaphrodites raised at the *fer-1* restrictive temperature, 22° (see the section *Materials and Methods*). We performed two biological replicates and obtained an average of ∼10.6 million unique reads mapped to the *C. elegans* genome per ChIP library for the *fer-1* and *fer-1;him-8* libraries (see the section *Materials and Methods*).

We observed a low level of reads along the length of each chromosome and sequence enrichment (relative to input) at ∼8200 regions across the *fer-1* genome. Data are summarized in Figure 1. This H3K9me2 enrichment pattern is similar to those previously observed by the modENCODE consortium in embryos and L3 larvae (Gerstein *et al.* 2010; Liu *et al.* 2011) (Figure S2). The similarity of H3K9me2 distribution among developmental stages was striking, given that embryos and L3 larvae comprise mostly somatic cells whereas adults contain a large germ line. This finding suggested that either the H3K9me2 pattern is similar in germline and soma, or the level of H3K9me2 in the germ line is much lower than in the soma. H3K9me2-enriched regions tended to include repeated sequence (see Figure S2): 92% of the individual sequence reads at these enriched regions contained repetitive sequence, and 56.8% of the total sequence recovered is repetitive (Table S1). In contrast, repeated sequence comprises ∼19.6% of the total genome (www.wormbase.org annotation WS220). This 19.6% includes all repeated sequences, ranging from simple repeats (as small as 11 nucleotides) to large repeated regions of ∼45 kb. When we examined the distribution of H3K9me2 relative to different classes of annotated repeat sequence, we found that interspersed repeats, including DNA transposons, helitrons, and retroelements, are substantially enriched for H3K9me2 marks (Table S1).

**Figure 1:**
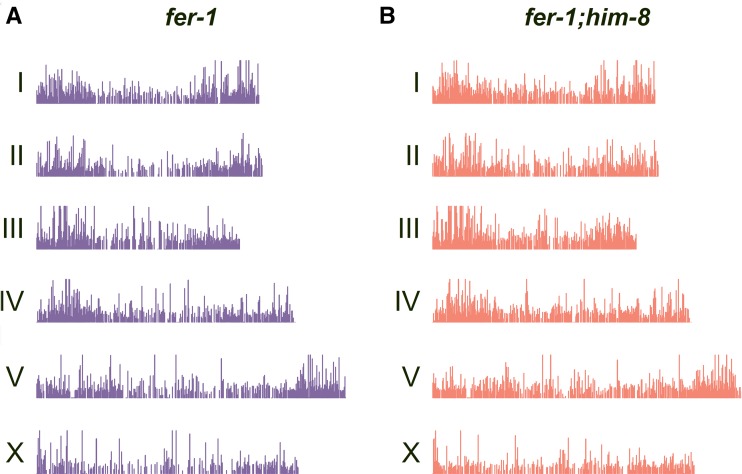
Histone H3 lysine 9 dimethylation (H3K9me2) enrichment across the genome of *fer-1* control and *fer-1;him-8* adult hermaphrodites. Bars represent regions that are enriched for H3K9me2 compared with input in staged (A) *fer-1* control and (B) *fer-1;him-8* adults. The *fer-1(ts)* allele impairs spermatogenesis and therefore prevents production of embryos; the *him-8* allele impairs X chromosome pairing and synapsis in XX animals. X-axis reflects chromosome length; Y-axis reflects the relative amount of H3K9me2 detected at each position.

Analysis of H3K9me2 distribution relative to gene features indicates overall enrichment in introns and depletion in exons, reflecting the presence of interspersed repeats in many introns and their absence from exons (Figure 2 and Figure S2). H3K9me2-enriched regions are underrepresented on the X chromosome relative to autosomes, as illustrated in Figure 3 where the proportion of total H3K9me2-enriched sequence in the genome is represented on a per chromosome basis (see the section *Materials and Methods*). This enrichment pattern may reflect (at least in part) the relative paucity of repetitive sequences on the X: 12.9% of X chromosomal sequences are repetitive compared with 18.9–24% of autosomal sequences (data from wormbase.org).

**Figure 2:**
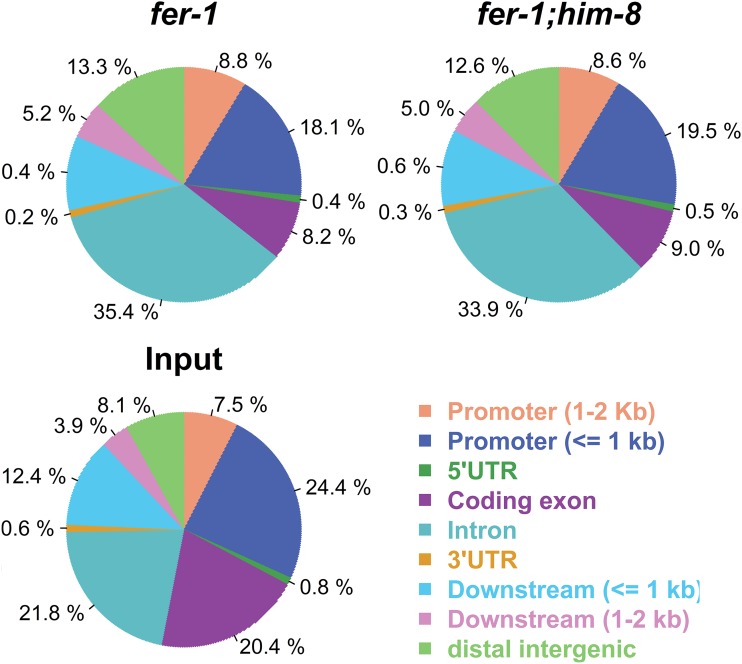
Distribution of histone H3 lysine 9 dimethylation (H3K9me2) chromatin immunoprecipitation sequencing reads relative to genome features. Pie charts indicate the percentages of H3K9me2-enriched regions that are located in the (predicted) promoter regions, 5′ untranslated regions (UTRs), coding exons, introns, 3′ UTRs, and intergenic regions. We note that promoter and 5′ UTR regions are as predicted in the current *C. elegans* genome database (WS 220) and in many cases are only approximate. Input is included for comparison. Overall, H3K9me2 is enriched in introns and depleted in exons with respect to input; other regions are similar to input. Each category is mutually exclusive.

**Figure 3:**
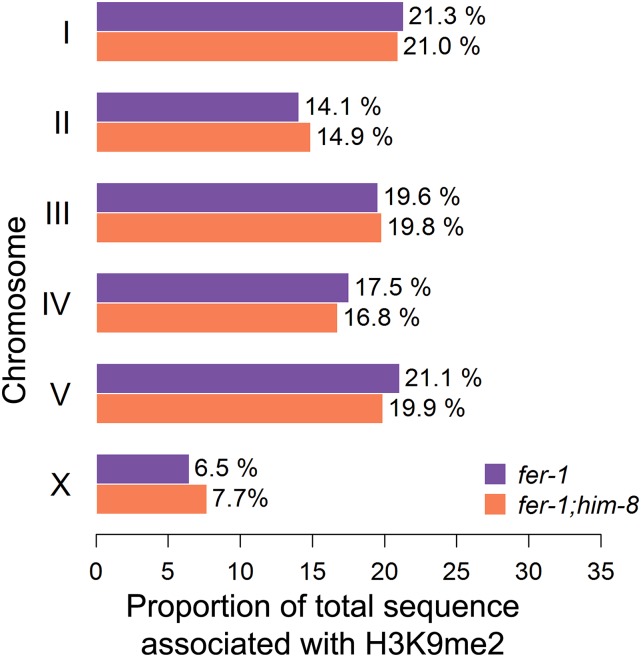
X-chromosomal distribution of histone H3 lysine 9 dimethylation (H3K9me2) enrichment is elevated in *fer-1;him-8*. The total length of H3K9me2-enriched DNA in the genome was calculated, and the proportion of this enriched sequence present on each chromosome was determined. In the *fer-1* control, 6.5% of the enriched sequence was on the X. In *fer-1;him-8*, 7.7% of total enriched sequence was on the X, an increase of 18% compared with control.

When we compared the H3K9me2 distribution in control and *him-8* mutants, we observed a similar general distribution of marks across the genome and correlation with repetitive sequences (Figure 1 and Figure S2). In the *him-8* dataset, 92% of enriched regions contained at least one repetitive sequence, and 53.3% of the enriched sequence was repetitive (Table S1). When we compared the *total* number of sequence reads on the X chromosome with the average number of total sequence reads on the autosomes (see the section *Materials and Methods*), we detected a 20% increase in total X chromosomal reads, relative to autosomal reads, in *him-8* adult hermaphrodites compared with controls (Figure 4). These reads are distributed broadly across the chromosome. When we specifically compared regions that are *enriched* for H3K9me2 on a per-chromosome basis, we see that the *proportion* of the total H3K9me2-enriched area on the X chromosome is 18% greater in *him-8* relative to controls, whereas the proportion of H3K9me2-enriched area on the autosomes decreases (Figure 3). Examining individual autosomes, the proportion of total H3K9me2-enriched area decreases or remains nearly unchanged on each autosome except for chromosome II; chromosome II behaved anomalously, with an ∼5% increase in the proportion of H3K9me2 coverage relative to controls (Figure 3). Overall, these data indicate an increase in X-linked H3K9me2 marks in *him-8* hermaphrodites.

**Figure 4:**
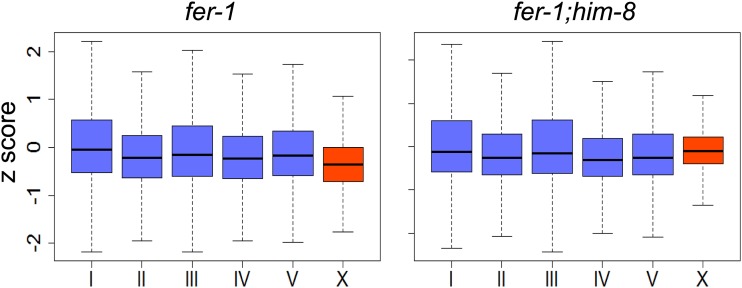
Total histone H3 lysine 9 dimethylation (H3K9me2)-associated X-chromosome sequence read count is elevated in *fer-1;him-8*. Plots represent the H3K9me2 signal on each individual chromosome relative to the average autosomal signal. Plotted data have been corrected for biased input using the BEADS method (Cheung *et al.* 2011). Each box represents z-scores ranging from the 25th to 75th percentile; line indicates the mean value; whiskers indicate the 2.5th and 97.5th percentiles. Average number of X chromosomal reads is greater and variation is reduced in *fer-1;him-8* relative to *fer-1* controls.

Although the *fer-1* and *fer-1;him-8* datasets are similar, we observed differential enrichment at many sites. Overall, ∼99.9% of the enriched sites present in *fer-1* were also enriched in *fer-1;him-8*. We were surprised to observe a statistically significant increase in enrichment at approximately 50% of these sites distributed across the genome (Table 1). A statistically significant reduction in enrichment was observed at approximately 25% of the sites, and enrichment at the remainder of the sites was not significantly different in the two data sets (Table 1). We also identified a small number of *de novo* sites that are present specifically in *him-8*. To do so, we first identified sites that might be unique to *fer-1* or *fer-1;him-8* using MACS2.1 (see the section *Materials and Methods*), and then visually inspected all sites that had been called as unique to one genotype to validate the peak calling. This approach identified a relatively small set of 348 *him-8*−specific sites distributed across the genome (Table 1 and Figure 5). These *de novo* sites tend to be associated with repetitive sequences, although to a slightly lower degree than the conserved sites: 85% of the 348 *de novo* regions include at least one repetitive sequence, and repetitive sequences comprise 41% of the *de novo* enrichment. The net effect of the observed differential H3K9me2 deposition is a general increase in H3K9me2 level in *him-8*. Taken together, our data are consistent with a global increase in H3K9me2 across the *him-8* hermaphrodite genome, and a further enhanced increase on the unsynapsed X chromosomes.

**Figure 5:**
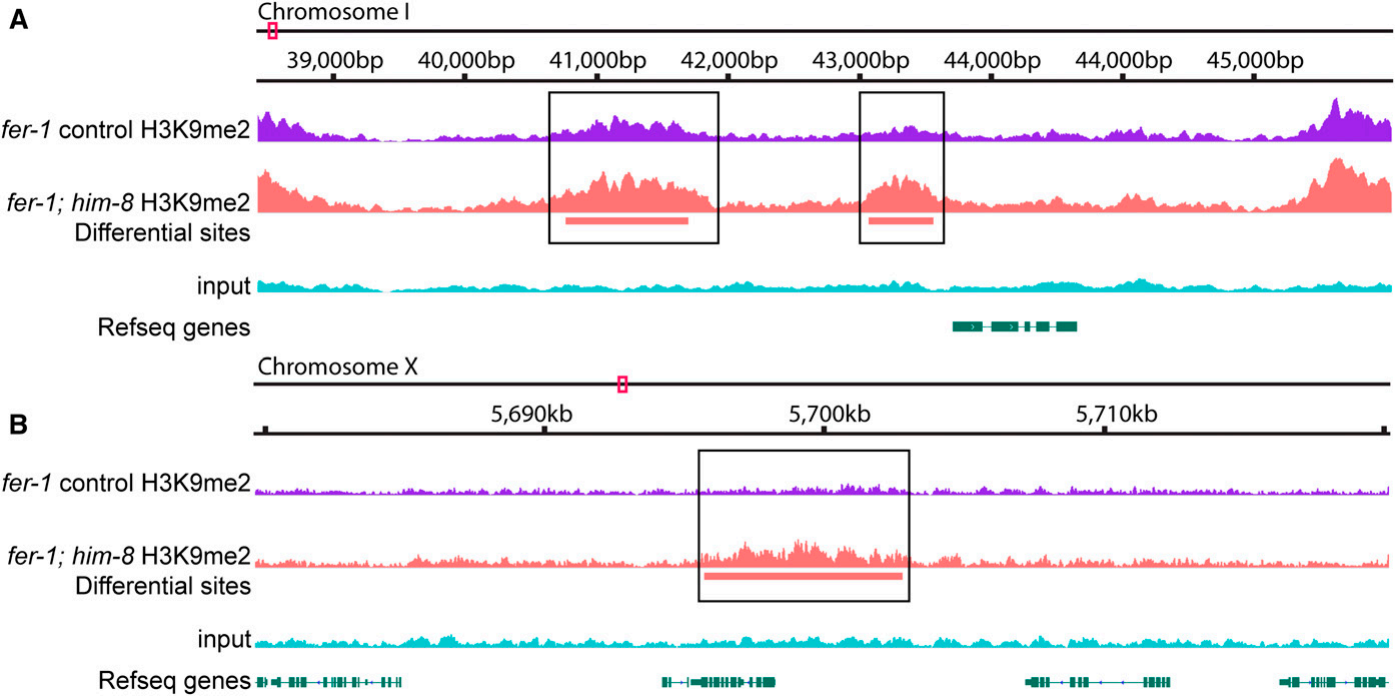
Examples of differential histone H3 lysine 9 dimethylation (H3K9me2) accumulation in the *fer-1* *vs.* *fer-1;him-8* genome. Tracks represent *fer-1* control H3K9me2, *fer-1;him-8* H3K9me2, differential sites, input reads, and annotated genes (Refseq). For H3K9me2 tracks, the average of two independent biological replicates is shown as normalized total reads. Representative genome browser tracts show differential sites that (A) have a greater signal in *fer-1;him-8* than in *fer-1* or (B) have a *de novo him-8−*specific site of enrichment. Differential regions are boxed. Y-axis scale reflects the number of reads, ranging from a minimum of 0 to a maximum of ≥ 120.

### Evaluation of H3K9me2 levels in gonads *vs.* whole animals

To validate our ChIP-seq data analysis, we evaluated H3K9me2 levels in *fer-1* and *fer-1;him-8* adults and isolated adult gonads by performing protein blots. Using an antibody reported to detect H3K9me2 reliably on protein blots (Antibody Validation Database, http://compbio.med.harvard.edu/antibodies/), we detected a greater level of H3K9me2 relative to pan-H3 in *fer-1;him-8* whole worms and dissected gonads than in *fer-1* control whole worms and dissected gonads (∼114% and ∼107%, respectively; Figure 6). These results confirm the ChIP-seq finding that H3K9me2 levels are elevated in *him-8* mutants.

**Figure 6:**
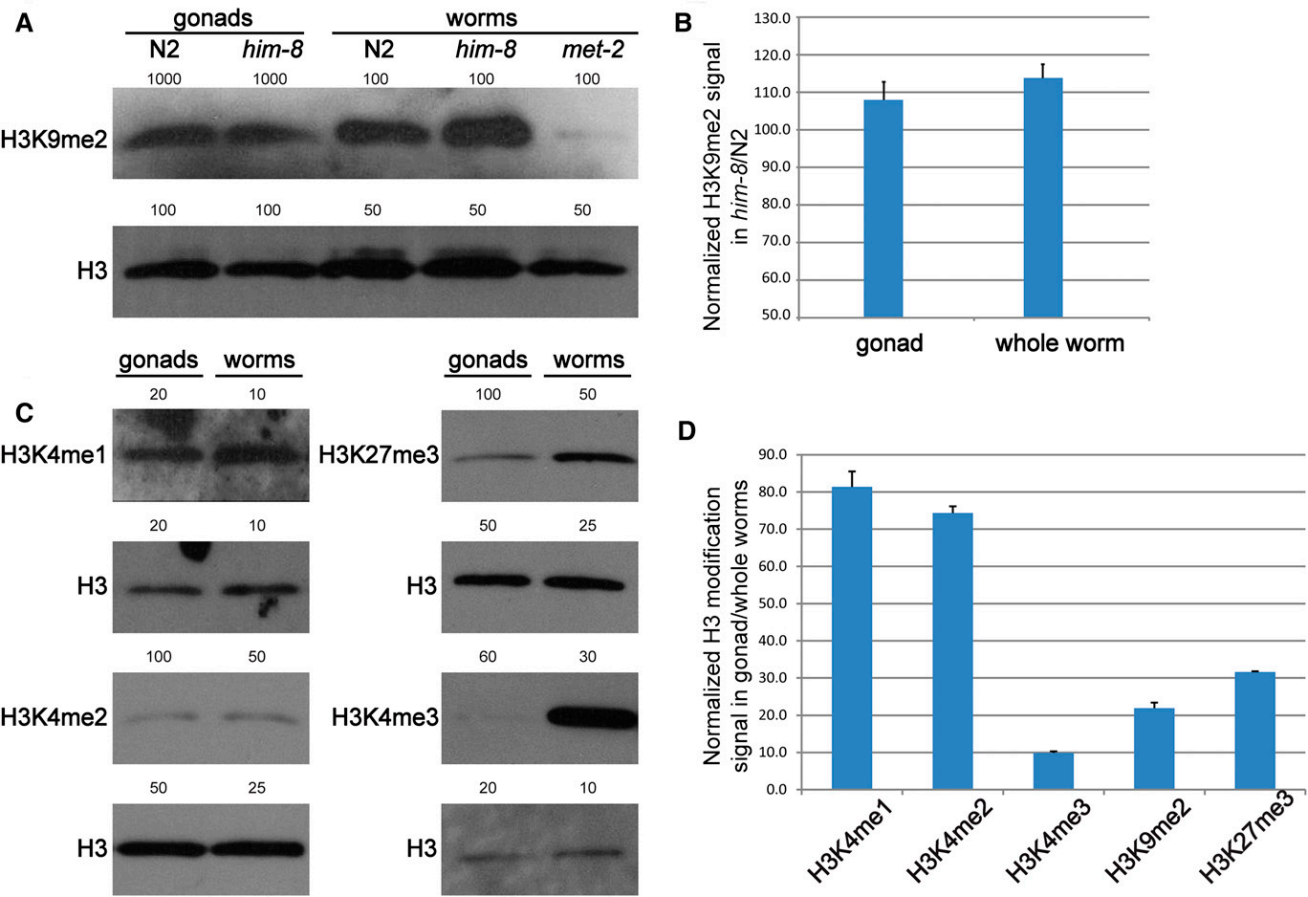
Histone H3 lysine 9 dimethylation (H3K9me2) abundance is elevated in *him-8* and low in the germline relative to the soma. (A, C) Representative protein blots probed with pan-H3 antibody and antibodies against several modified forms of histone H3. The number of whole adult hermaphrodites or dissected adult hermaphrodite gonad arms used to prepare extract for each lane is indicated. As the *C. elegans* gonad is primarily germ line, most of the histone H3 in gonad extracts is from germ cells (see *Impact of H3K9me2 loss on the gonad transcriptome*). Aliquots of a single extract were probed for total H3 and an individual H3 modification. Signal was quantified and the ratio of H3 modification to pan-H3 signal was calculated to determine the normalized value for each modification. (B) Histogram represents the ratio of normalized H3K9me2 signal in *him-8* relative to wild-type (N2) whole animals and isolated gonads. H3K9me2 signal is greater in *him-8* whole animals and gonads. (D) Histogram represents the ratio of normalized signal in isolated gonads relative to whole animals. Note that the Y-axis scale is different in B and D. Data represent three biological replicates for H3K4me1 and two biological replicates for each other mark (see the section *Materials and Methods*). Error bars, SEM.

The H3K9me2 enrichment detected on *him-8* X chromosomes was less pronounced than we had expected *a priori* based on indirect immunofluorescence studies. We considered that the moderate X chromosomal H3K9me2 enrichment in *fer-1;him-8* might indicate that H3K9me2 marks are under-represented in germline chromatin. In this case, germ line contribution to the ChIP-seq signal would be lower than expected based on the proportion of meiotic nuclei present in adults. We analyzed the protein blot data to assess whether H3K9me2 marks were less prevalent in gonads than in whole animals. For both *fer-1* and *fer-1;him-8* animals, we detected H3K9me2 at a lower level relative to pan-H3 in isolated gonads than in whole animals (∼20%; Figure 6). Hence, this mark is underrepresented in the germline compared to the soma. Given this result, it appears that only ∼20% of the H3K9me2 signal detected by H3K9me2 ChIP-seq is germline. Therefore, if the 20% increase in X-linked reads we detected in *him-8* mutants results primarily from an increase in the germ line, then this would represent a substantial increase in germline X-linked H3K9me2. A low abundance of H3K9me2 in the germ line is consistent with recent modENCODE data examining H3K9me2 in germ cell nuclei isolated from young adult hermaphrodites (Ho *et al.* 2014); these data indicate a relatively even distribution of H3K9me2 marks across the genome compared with whole-animal data (Figure S3).

We included a *met-2(0)* (null) mutant as a negative control in our assays. Despite using a highly specific antibody, we detected a low H3K9me2 signal in protein extracts prepared from *met-2(0)* whole worms (Figure 6) and variably detected an extremely low signal in extracts prepared from dissected gonads (data not shown). As previously stated, H3K9me2 is not detected in gonads via indirect immunofluorescence (Bessler *et al.* 2010). Given these apparently conflicting results, we hypothesize that either *met-2(0)* mutants contain residual H3K9me2 not detected by IF or the anti-H3K9me2 antibody cross-reacts weakly on protein blots with other marks, *e.g.*, H3K9me3, that are unaffected in *met-2* mutants. We note that *met-2(0)* embryos have been reported to contain a residual level of H3K9me2 as detected by mass spectrometry (Towbin *et al.* 2012).

We evaluated several other histone H3 modifications and observed that each is underrepresented in the germline relative to whole animals, although to widely varying degrees (Figure 6). These findings reveal two aspects of chromatin regulation in the *C. elegans* germ line: the abundance of certain histone modifications is (much) lower than in the soma overall, and the ratio of different modifications to each other is very different than in the soma overall. Whole-animal data obviously represent an averaging of signals from numerous tissues, and our results emphasize this point for the germ line.

As a control, we considered that tissue dissection might trigger the removal of N-terminal histone tails, thus reducing our ability to detect certain marks. To investigate this idea, we performed a series of controls where we dissected adults, let the tissues sit in buffer 0, 1, 2, or 3 hr, and then analyzed the dissected tissue via protein blot. The histone signal did not decrease over time, and cleavage products did not appear, therefore we conclude that the low signal in dissected gonads is not an artifact of the dissection process (Figure S4).

### Impact of H3K9me2 loss on the gonad transcriptome

To evaluate the effect of H3K9me2 on the germline transcriptome, we isolated mRNA from *him-8* and *met-2*; *him-8* adult hermaphrodite gonads and performed deep sequencing (mRNA-seq; see the section *Materials and Methods*). 

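The mRNA-seq experiment compared gonads of him-8 animals, in which the X chromosomes fail to pair and synapse, with gonads of met-2;him-8 animals, which also lack the H3K9 methyltransferase MET-2. There were 2 libraries per genotype. The sample labels give 400 gonad arms and 1.2 micrograms of total RNA per preparation. The authors aligned reads with STAR and called RPKM values and differences with Cuffdiff, and they deposited estimated read counts per gene and library together with the Cuffdiff comparison. The counts summed to 17474062 in met-2;him-8 replicate 1, 36853036 in met-2;him-8 replicate 2, 49848077 in him-8 replicate 1 and 14255714 in him-8 replicate 2, so that depth varied within both genotypes. Between 53 and 66 genes per library had counts that were not whole, and all counts were rounded. Genes were tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's default expression filter, which left 10875 genes, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are met-2;him-8 over him-8. For a single gene, an exact two-sided permutation test of 2 libraries against 2 cannot give a p-value below 0.333. The mutated genes were examined first. Transcripts of met-2 (R05D3.11, chromosome III, 8375228 to 8380560 in the coordinates of the authors' files) were at 25.8 and 52.8 CPM in the met-2;him-8 libraries and at 127 and 212 CPM in the him-8 libraries, and both met-2;him-8 libraries lay below both him-8 libraries. The log2 fold change was -2.11 (standard error 0.46, adjusted p = 0.886 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5.39e-07 with the replicate number as a block). Transcripts of him-8 (T07G12.12, chromosome IV, 10561894 to 10563795), which is mutated in both genotypes, had a log2 fold change of -0.36 (standard error 0.31, adjusted p = 0.927 from the same test, and 0.800 with the block). The fit with the block took the spread of a gene mostly from the other genes (prior degrees of freedom 74.94). Its p-values for single genes therefore rest little on the spread of that gene.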

We estimate that 90–95% of the nuclei in the dissected gonad arms are germline (∼325 germ cells per gonad arm *vs.* 10 somatic sheath cells and ≤24 somatic spermathecal cells; see www.wormatlas.org, Qiao *et al.* 1995). In addition, the hermaphrodite germ line generates high levels of maternal mRNA for inclusion in oocytes, which will increase the germline contribution to the steady state transcript level in the gonad. Therefore, gonad mRNA-seq data primarily reflect the germline transcriptome. We note that *met-2(0)* mutants have a mortal germline (Mrt) phenotype: when maintained as homozygotes for many generations, they progressively lose their germline and eventually become sterile (Andersen and Horvitz 2007; Bessler *et al.* 2010). In our experiments, we were interested in examining the effect of H3K9me2 loss over the short term; therefore, we used *met-2(0)* animals recently derived from a balanced strain, which were fertile and did not exhibit a severely reduced germ line. Two biological replicates were performed wherein mRNA was isolated from separate sets of dissected gonads and used to generate libraries for sequencing (see the section *Materials and Methods*).

We compared the *him-8* and *met-2;him-8* gonad transcriptomes to each other. We calculated the RPKM (Reads Per Kilobase of transcript per Million mapped reads) for each transcript in our mRNA-seq datasets. For purposes of comparing the *him-8* and *met-2;him-8* transcriptomes, we considered transcripts present at a relatively permissive cut-off value of >0.5 RPKM. A transcript was defined as present at a significantly different level in *him-8* *vs.* *met-2;him-8* if the Cuffdiff q-value was <0.05 (see the section *Materials and Methods*). The vast majority of transcripts were present at statistically similar levels in both datasets; however we did identify a set of 181 differentially expressed transcripts (Figure 7) that fall into two classes. 

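In the deposited counts, none of the tested genes had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with its default filter and without a replicate block (0 genes). At an unadjusted p below 0.05 there were 526 genes, where 544 would be expected by chance. The smallest adjusted p-value was 0.156, for R03D7.2 (chromosome II, 10932959 to 10935080), which was chosen after its values were seen. It had 67 and 85 reads in the met-2;him-8 libraries and 5743 and 1699 reads in the him-8 libraries. Its log2 fold change was -5.29 (standard error 0.33). With the replicate number as a block, its adjusted p-value in edgeR's quasi-likelihood test was 1.11e-17, where its spread was taken mostly from the other genes. DESeq2's Wald test without the block gave R03D7.2 an adjusted p-value of 2.96e-40. Libraries with the same replicate number deviated together, with a correlation of 0.358 across genes between their deviations from the genotype means. With the replicate number as a block, 144 genes passed the same threshold, and 1121 genes had an unadjusted p below 0.05. This was the alternative that moved the number most. Of the 181 transcripts in the authors' deposited table with a q-value below 0.05 and RPKM above 0.5 in at least one genotype, 89 passed edgeR's expression filter. None of these was called without the block (0 genes), although 63 had an unadjusted p below 0.05, and 59 were called with the block. Adjusted over the authors' list alone, 58 were called without the block and 87 with it. That list is the paper's own calls on these data, so the adjustment over it shows no stability.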

Transcripts from 108 genes were detected in only one genotype (RPKM = 0 in the other genotype); we refer to these as genotype-specific transcripts. 

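In the authors' deposited table, 108 of the called transcripts were listed at 0 RPKM in one genotype. All 108 had 0 reads in both libraries of that genotype in the deposited counts. In the other genotype the reads summed over both libraries had a median of 25 and ranged from 7 to 83. Of the 108 genes, 5 had at least 10 reads in both libraries of the genotype with transcripts, and in 7 genes 1 of those 2 libraries also had 0 reads. edgeR's expression filter was passed by 16 of the 108 genes.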

Transcripts from 73 genes were detected in both genotypes, but at significantly different levels; we refer to these as genotype-regulated transcripts. 

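All 73 genes that the authors' deposited table calls and lists above 0 RPKM in both genotypes passed edgeR's expression filter. The log2 fold change from the counts had the direction of the authors' deposited table for 72 of them. The exception, uig-1 (F32F2.1, chromosome V, 13273576 to 13295813), was chosen after its values were seen. It had 36 and 112 reads in the met-2;him-8 libraries and 49 and 28 in the him-8 libraries, with a log2 fold change of 0.83 (standard error 0.70, adjusted p = 0.920 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.807 with the block), while the authors' deposited table gives a log2 fold change of -4.64. At an unadjusted p below 0.05 in that test without the block, 47 of the 73 genes differed between the genotypes. DESeq2's Wald test called 19 of them. The calls with the replicate block that are also in the authors' deposited table were all of this class.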

The log_2_ fold-change of genotype-regulated transcripts ranged from 5.3 (40-fold) to 0.96 (1.9-fold). These 181 differentially regulated genes are distributed across the genome (Figure 7D).

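For the 73 genotype-regulated genes, the log2 fold changes estimated from the counts without the block ranged in size from 0.82 (standard error 0.19) to 5.29 in R03D7.2, with a median size of 1.86 and a median standard error of 0.54. With the replicate block the sizes ranged from 0.54 to 5.30.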

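The genes with an unadjusted p below 0.05 in edgeR's quasi-likelihood test without the block numbered 112 on chromosome I, 104 on II, 93 on III, 82 on IV, 101 on V and 34 on X. The genes called with the replicate block numbered 24 on chromosome I, 24 on II, 21 on III, 17 on IV, 45 on V and 13 on X. In the authors' deposited table, 28 of the called transcripts lie on chromosome I, 30 on II, 22 on III, 33 on IV, 45 on V and 23 on X. The log2 fold changes of all tested genes were also summarised by chromosome. The median was -0.01 for 2034 genes on chromosome I, 0.01 for 1920 genes on chromosome II, -0.02 for 1936 genes on chromosome III, -0.02 for 1876 genes on chromosome IV and 0.06 for 1814 genes on chromosome V. In limma's camera set test over a family of 6 chromosomes, the adjusted p-values of the 5 autosomes lay between 0.708 and 0.900. With the replicate block they lay between 0.512 and 0.906.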

**Figure 7:**
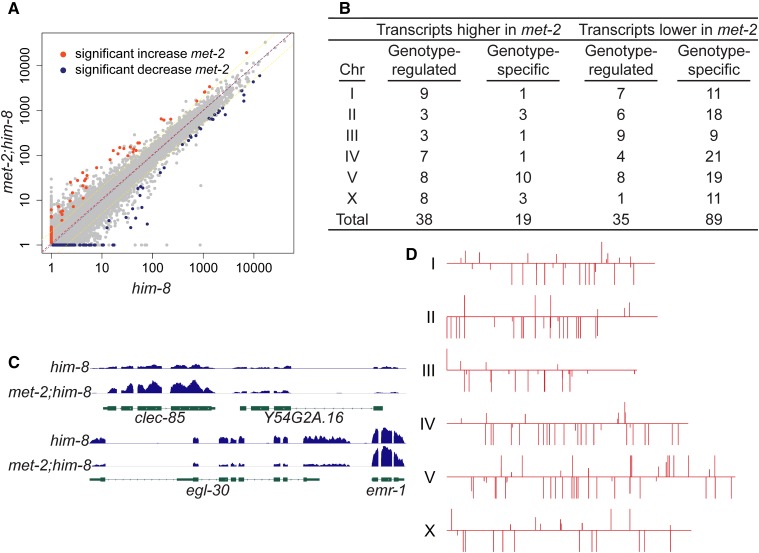
The effect of histone H3 lysine 9 dimethylation (H3K9me2) loss on the adult hermaphrodite gonad transcriptome. (A) Scatter plot represents the transcriptome data from *him-8* gonads *vs.* *met-2;him-8* gonads. Transcripts present at a statistically different level are highlighted in red if more highly expressed in *met-2;him-8* and blue if more highly expressed in *him-8*. X- and Y-axis scale is expressed in RPKM (see text). (B) The table lists the number of genes on each chromosome with transcripts that are differentially abundant in *met-2*; *him-8* *vs.* *him-8* gonads. These represent the highlighted transcripts in (A). (C) Screen shots of representative differential transcripts: *clec-85* transcripts are elevated in *met-2;him-8* and *egl-30* transcripts are reduced in *met-2;him-8*. Transcripts from adjacent genes, Y54G2A.16 and *emr-1*, are statistically unchanged. (D) Chromosomal distribution of genes whose transcripts are differentially abundant in *met-2;him-8* *vs.* *him-8*. Lines extending upward indicate transcripts that are more abundant in *met-2*; *him-8*, and lines extending downward indicate transcripts that are less abundant in *met-2;him-8*. Longer lines represent “genotype-specific” genes whose transcripts are detected in one genotype and not the other. Shorter lines represent genotype-regulated genes whose transcripts are more abundant in one genotype than the other; their length is proportional to the log_2_ value of the fold-change.

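Transcripts of clec-85 (Y54G2A.6, chromosome IV, 2854388 to 2855418), a C-type lectin gene, were at 31.8 ± 19.5 CPM (SD, n = 2) in met-2;him-8 and 4.60 ± 3.72 CPM (SD, n = 2) in him-8. The log2 fold change was 2.76 (standard error 0.80, adjusted p = 0.886 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.89 with the replicate block (adjusted p = 7.42e-07). As clec-85 belongs to a multigene family, its value is uncertain to the extent that reads were shared between members, which was not measured here. Transcripts of egl-30 (M01D7.7, chromosome I, 1835938 to 1840890), which encodes a G protein alpha subunit, were at 16.7 ± 0.924 CPM (SD, n = 2) in met-2;him-8 and 39.7 ± 1.74 CPM (SD, n = 2) in him-8. The log2 fold change was -1.25 (standard error 0.27, adjusted p = 0.886 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0548 with the replicate block). For both genes the 2 libraries of one genotype lay entirely above the 2 of the other. With each library left out in turn, the log2 fold change stayed between 1.96 and 4.00 for clec-85 and between -1.29 and -1.20 for egl-30. No other gene of the deposited tables overlaps either gene.

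**Figure D1:**
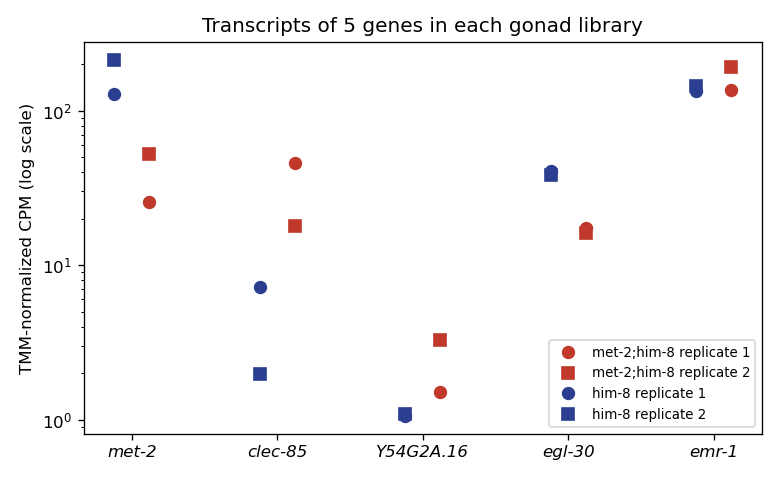
TMM-normalized CPM on a log scale (y axis) for met-2, clec-85, Y54G2A.16, egl-30 and emr-1 (x axis), with 1 point per library, coloured by genotype and shaped by replicate. For clec-85 the met-2;him-8 libraries sit at 45.5 and 18.0 CPM and the him-8 libraries at 7.23 and 1.97 CPM.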

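Transcripts of Y54G2A.16 (chromosome IV, 2855699 to 2857113) were at 2.39 ± 1.25 CPM (SD, n = 2) in met-2;him-8 and 1.08 ± 0.0253 CPM (SD, n = 2) in him-8, a log2 fold change of 1.15 (standard error 0.69, adjusted p = 0.891 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.767 with the replicate block). Both met-2;him-8 libraries lay above both him-8 libraries, by less than the spread the test allows for. Transcripts of emr-1 (M01D7.6, chromosome I, 1842462 to 1843088) were at 164 ± 39.9 CPM (SD, n = 2) in met-2;him-8 and 138 ± 7.43 CPM (SD, n = 2) in him-8, a log2 fold change of 0.24 (standard error 0.25, adjusted p = 0.941 from the same test, and 0.921 with the block). The libraries of the 2 genotypes overlapped for emr-1.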

We compared our gonad transcriptome data with the results of a previously published serial analysis of gene expression (SAGE) study of gonad-expressed mRNA (Wang *et al.* 2009). In this study, soma-expressed transcripts were identified by comparison with *glp-4* germ cell-less mutants; transcripts absent from the *glp-4* mutants were deemed germline-specific. This approach identified transcripts from 4699 genes as present in at least one copy in 100,000 reads; using an average transcript size of 1.3 kb, this means the low detection cut-off was approximately equivalent to an average RPKM of 7.7. Our *fer-1* dataset contains 6869 genes with an RPKM of >7.7. As expected, these 6869 genes include >91% of the total and 99.9% of the germline-specific genes identified in the SAGE analysis. [Transcripts from the remaining germline-expressed genes identified in Wang *et al.* (2009) were also expressed in our dataset, but at an RPKM of <7.7.] Among the 181 transcripts we identified as differentially regulated in *met-2* *vs.* *met-2;him*-8, 40 were also identified in the SAGE dataset, and 17 of these were identified as germline-specific. The other 141 genes in are expressed at a low level (RPKM <5) in our data, which is presumably why they are absent from the SAGE dataset.

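Of the calls in the authors' deposited table, 103 were listed at RPKM under 5 in both genotypes and 78 at 5 or more in at least one. In the deposited counts the reads of the 103 genes, summed over the 4 libraries, had a median of 26 and ranged from 7 to 2070, and 99 of them were genotype-specific. The other 78 genes had a median of 4856 reads, and 9 of them were genotype-specific.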

We also examined the identity of differentially expressed genes with respect to known and hypothesized gene function by performing Gene Ontology (GO) analysis. Using the DAVID algorithm (Huang *et al.* 2009), we found that a large proportion of the differentially expressed genes (123/181) are not associated with a GO molecular function term. The remaining 58 genes are associated with a variety of GO molecular function terms and are not enriched for any particular term.

### Distribution of H3K9me2 enrichment relative to germline-expressed genes

We performed meta-gene analysis (Shin *et al.* 2009) to evaluate the distribution of H3K9me2 marks with respect to transcript level in *him-8* gonads. H3K9me2 levels were relatively low within a 2-kb window flanking transcription start and stop sites and higher in introns (Figure 8A) as observed previously for whole embryos and L3 larvae (Figure 8A) (Gerstein *et al.* 2010; Liu *et al.* 2011). In addition, H3K9me2 levels were lowest at genes with a relatively high transcript level (Figure 8A) and were present at a similar level on genes expressed at a moderate or low level. This pattern is consistent with other studies reporting that H3K9me2 marks do not strictly correlate with transcriptional inactivity and are often present within the body of genes located within heterochromatic regions (Yasuhara and Wakimoto 2008; Ho *et al.* 2014; West *et al.* 2014).

**Figure 8:**
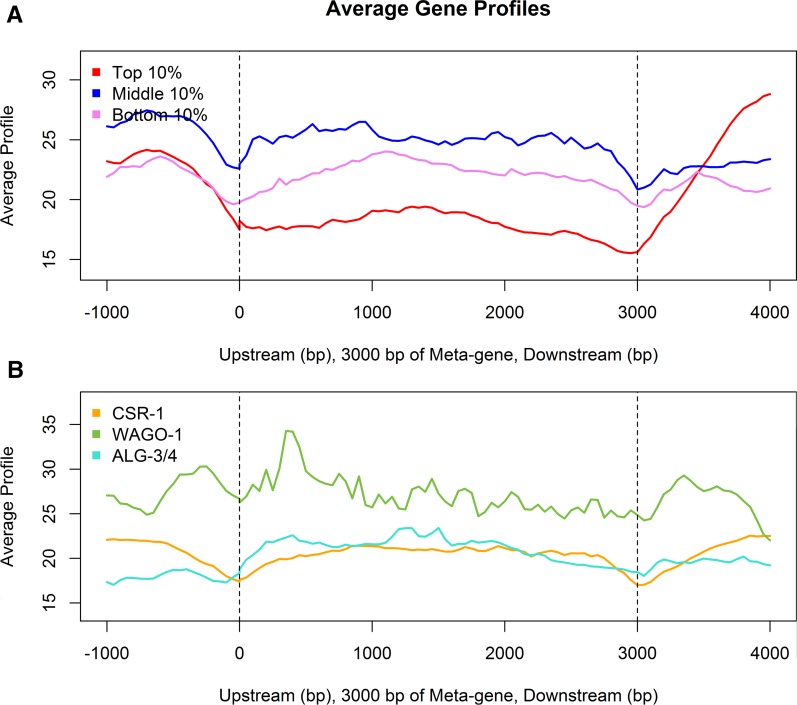
Meta-gene analysis of the adult hermaphrodite histone H3 lysine 9 dimethylation (H3K9me2) profile across gonad-expressed genes and predicted Argonaute targets. Gene expression data are from our RNA-seq analysis of *him-8* gonads. The meta-gene includes 1 kb of sequence upstream of the transcription start site (0), a 3 kb averaged coding region, and 1 kb downstream of the transcription termination site (3000). (A) The average H3K9me2 enrichment signals of the top 10%, middle 10%, and bottom 10% of expressed genes in the *him-8* adult hermaphrodite gonad. (B) The average H3K9me2 enrichment of predicted CSR-1, WAGO-1, and ALG-3/4 target genes (Claycomb *et al.* 2009; Conine *et al.* 2010; Gu *et al.* 2009). The 96 most highly represented WAGO-1 targets, used in this analysis, are substantially enriched for H3K9me2 across the entire meta-gene.

We hypothesized the loss of MET-2 activity in the *him-8* background might disproportionally impact the level of X-linked transcripts. If H3K9me2 marks correlate with reduced transcription of nearby/adjacent genes, then we might expect to see a significant increase in transcript levels in the *met-2(0)* mutant where those marks are absent, and this pattern might be especially obvious in the *him-8* background where H3K9me2 marks are elevated. Instead, only a minority (57 of 181, 31%) of the differentially expressed transcripts were elevated in *met-2* mutants (Figure 7A). This pattern is particularly striking for the genotype-specific genes: 89 of 108 (82%) of them are off in *met-2* mutants (lacking H3K9me2) and only 19 of 108 (18%) of them are off in the control (containing H3K9me2). 

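With its default expression filter and without the replicate block, edgeR's quasi-likelihood test called no transcript, so that the share of elevated transcripts has no value there. With no filter the same test called 113 transcripts, 84 higher and 29 lower in met-2;him-8, and 74.3% were elevated (exact binomial test across genes, two-sided, p = 2.2e-07, which treats genes as independent). In that fit the spread of a gene was drawn wholly toward that of the other genes (infinite prior degrees of freedom). With the default filter, at an unadjusted p below 0.05, 199 genes were higher and 327 lower in met-2;him-8, and 37.8% were thus elevated. At the same unadjusted threshold 577 genes were higher and 544 lower with the replicate block (51.5% elevated), 320 higher and 314 lower with DESeq2 (50.5%) and 674 higher and 446 lower with no filter (60.2%). With the replicate block, 86 of the called transcripts were higher and 58 lower in met-2;him-8, and 59.7% were elevated (exact binomial test across genes, two-sided, p = 0.0241, which treats genes as independent). DESeq2's Wald test without the block called 26 transcripts, of which 12 were higher in met-2;him-8 (46.2%). Among the genotype-regulated transcripts of the authors' deposited table, 38 are listed as higher and 35 as lower in met-2;him-8.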

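Counted directly from the reads, 6 genes had 0 reads in both libraries of one genotype and at least 10 reads in both libraries of the other. They were identified after their values were seen. Transcripts of C28D4.10, F13G11.2, F49C5.4 and H09G03.1 were absent from met-2;him-8, and transcripts of C04E7.3 and M04C3.3 were absent from him-8. C04E7.3 had 29 and 25 reads in the met-2;him-8 libraries, and H09G03.1 had 25 and 15 reads in the him-8 libraries. With a minimum of 5 reads in place of 10 there were 57 genes, 44 absent from met-2;him-8 and 13 absent from him-8. The 89 transcripts that the authors' deposited table lists at 0 in met-2;him-8 had a median of 24 reads over both him-8 libraries, and 3 had at least 10 reads in both. The 19 listed at 0 in him-8 had a median of 27 reads over both met-2;him-8 libraries, and 2 had at least 10 reads in both. Absence here means that no read was counted, and transcripts under 3 reads in a library were not detectable at its depth.

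**Figure D2:**
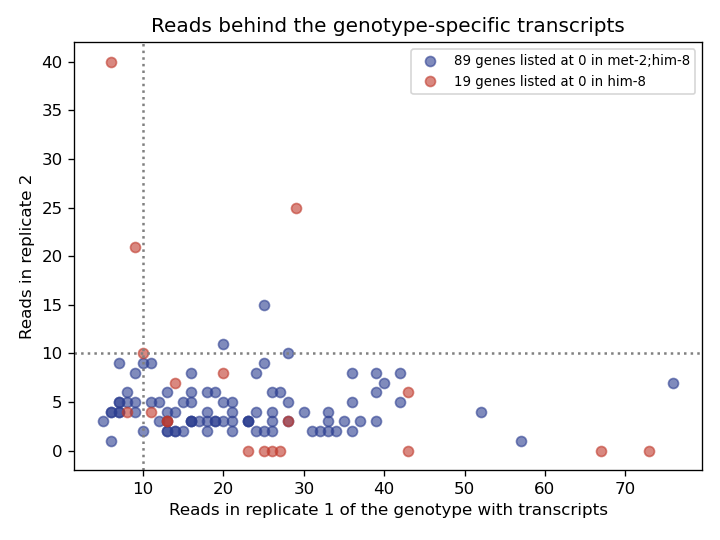
Reads in replicate 1 (x axis) and replicate 2 (y axis) of the genotype with transcripts, with 1 point per gene, for the genes listed at 0 in met-2;him-8 (blue, reads in him-8) and at 0 in him-8 (red, reads in met-2;him-8). Dotted lines mark 10 reads, and 5 of the 108 genes reach 10 reads in both replicates.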

A total of 23 of the 181 differentially regulated transcripts are X-linked. 

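Of the genes tested with edgeR, 11.9% lie on the X chromosome. In edgeR's test with its default expression filter and without the replicate block no X-linked gene was called. With no filter 11 X-linked genes were called, 9 higher and 2 lower in met-2;him-8, and with DESeq2 there was 1, which was lower. In edgeR's test with the default filter, at an unadjusted p below 0.05 there were 18 X-linked genes that were higher and 16 that were lower in met-2;him-8. These unadjusted numbers depended on the setting, and were 90 higher and 30 lower with the replicate block, 50 higher and 21 lower with DESeq2 and 102 higher and 25 lower with no filter. With the replicate block 9.03% of the called genes were X-linked (Fisher's exact test, two-sided, p = 0.363), 10 higher and 3 lower in met-2;him-8. In the authors' deposited table, the X-linked calls above 0 RPKM in both genotypes comprise 8 that are higher and 1 that is lower in met-2;him-8.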

Of these, 11 are elevated in the *met-2* background and 12 are reduced. Hence, there is no clear pattern with respect to H3K9me2 marks and germline transcript level.

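The level of X-linked transcripts was also compared as a set. The median log2 fold change was 0.21 for the 1295 X-linked genes tested and -0.00067 for the 9580 autosomal genes. In limma's camera set test with a preset inter-gene correlation of 0.01, the X-linked set had p = 0.0261 and an adjusted p = 0.157 over the chromosomes. With the replicate block, whose pairing check is given with the called transcripts, the X-linked median lay 0.18 above the autosomal median (p = 0.0114 at the preset correlation, adjusted p = 0.0681). With the inter-gene correlation estimated from the data the p-value was 0.437 without the block and 0.349 with it. The X-linked median minus the autosomal median was 0.07 between the libraries of replicate 1 and 0.29 between those of replicate 2. It was 0.33 between met-2;him-8 replicate 1 and him-8 replicate 2, and -0.09 between met-2;him-8 replicate 2 and him-8 replicate 1, so that it was positive in 3 of the 4 comparisons of single libraries. The paper reasons that if the marks correlate with lower transcription of genes near them, transcript levels might be expected to increase in the mutant that lacks the marks. From the minority of differentially expressed transcripts that were elevated, the genotype-specific transcripts that were mostly off in met-2 and the X-linked transcripts that changed in both directions, it concludes that there is no clear pattern.

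**Figure D3:**
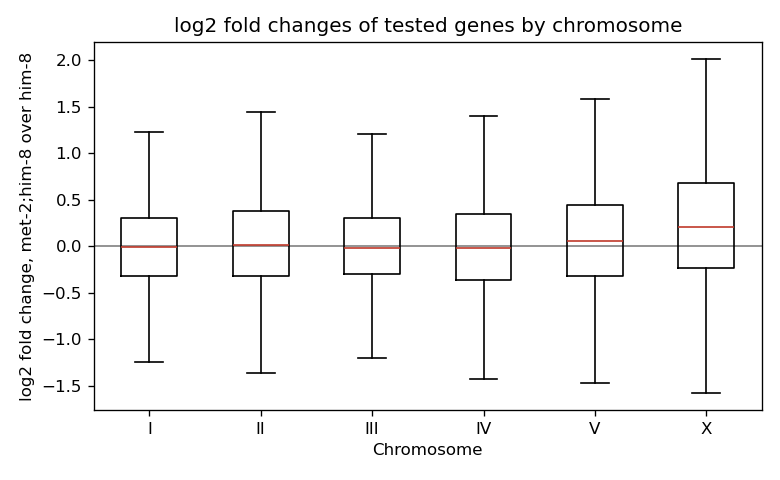
Log2 fold changes (y axis, met-2;him-8 over him-8) of the tested genes on each chromosome (x axis), with boxes from the first to the third quartile, red medians and whiskers to the last gene within 1.5 interquartile ranges, and genes beyond the whiskers not drawn. The X-linked median is 0.21, and the autosomal medians lie between -0.02 and 0.06.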

We also evaluated H3K9me2 enrichment, as detected by ChIP-seq, relative to germline-expressed genes. We first compared the H3K9me2 enrichment we detected in *fer-1* adults with the H3K9me2 enrichment in adult germ lines reported by Ho *et al.* (2014) to see whether the latter data set contained germline-specific H3K9me2 sites that had not been detected in our whole animal data set. To make this comparison, we analyzed the germ line data of Ho *et al.* (2014) in the same way we had analyzed our whole animal data. This analysis revealed ∼400 sites of H3K9me2 enrichment (as opposed to ∼8200 sites in whole animals), each of which we had detected as enriched in our *fer-1* whole animal dataset, and 98% of which contained repetitive sequence. These results are consistent with our finding that H3K9me2 abundance is low in the germ line. Because these data did not reveal germline-specific sites of H3K9me2 accumulation, we then used our whole genome dataset to ask whether the few *de novo* sites of H3K9me2 accumulation in *fer-1;him-8* hermaphrodites correlated with genes whose transcript levels were altered in *met-2* mutant germ cells. To do so, we compared the differential H3K9me2 peaks detected in our ChIP-seq experiments with differentially expressed genes detected in our mRNA-seq experiments by calculating the correlation coefficients between data sets (see the section *Materials and Methods*). We identified H3K9me2-enriched regions located within genes or adjacent to genes within 500 bp of the predicted transcription start site. This analysis revealed 40 H3K9me2-associated genes among the 181 genes differentially expressed genes in *met-2(0)* and control animals. We did not observe a correlation between MET-2 activity (*i.e.*, H3K9me2) and transcript level among these genes: 16 were expressed more highly in *met-2(0)* animals and 24 were expressed more highly in *met-2(+)* animals.

### H3K9me2 distribution with respect to Argonaute targets

As described previously, H3K9me2 distribution in the germ line, as detected by IF, depends on activity of CSR-1 Argonaute and proteins required for production of CSR-1−associated 22G RNAs, EGO-1, DRH-3, and EKL-1 (She *et al.* 2009). We were interested in evaluating the extent to which H3K9me2 marks might correlate with putative targets of Argonaute pathway activity. Consequently, we evaluated the H3K9me2 profile at putative CSR-1, WAGO-1, and ALG-3/4 targets as reported in the literature (Gu *et al.* 2009; Claycomb *et al.* 2009; Conine *et al.* 2010) (Figure 8B). The H3K9me2 profile is relatively low for CSR-1 and ALG-3/4 targets, similar to levels observed for germline-expressed genes. In contrast, the H3K9me2 profile for WAGO-1 targets is notably greater overall and particularly elevated in sequences flanking the transcription start site and immediately downstream of the transcription termination site. WAGO-1 targets are reported to include repetitive elements, pseudogenes, intergenic regions, and some protein-coding genes (Gu *et al.* 2009). In our meta-analysis, we used the top 96 reported WAGO-1 targets, 95 of which are protein-coding genes (Gu *et al.* 2009); 67% (66/96) of these WAGO-1 target genes contain at least one repetitive region, although these regions are highly variable in size. We also analyzed supplemental data (Gu *et al.* 2009) to compare transposon and other repeat sequence targets of WAGO-1 to repeat sequence targets of H3K9me2. SiRNAs corresponding to many retrotransposons and DNA transposons, but not helitrons, were identified in association with WAGO-1. Consequently, a subset of repeat sequences appears to be commonly targeted by WAGO-1 and H3K9me2.

Previously, we surveyed the H3K9me2 distribution via immunolabeling of Argonaute single mutant males and observed a defect only in *csr-1* mutants (She *et al.* 2009). H3K9me2 distribution appeared normal in males carrying a mutation in *wago-1* or any of the other individual WAGO clade genes. Interestingly, the *ego-1(0)* and *csr-1(0)* phenotypes are not identical: in *ego-1(0)* mutants, H3K9me2 foci are absent from unsynapsed chromosomes; in *csr-1(0)* mutants, weak foci are visible on unsynapsed chromosomes, and ectopic foci are visible on synapsed chromosomes (Maine *et al.* 2005; She *et al.* 2009). EGO-1 is required for biogenesis of siRNAs that associate with either CSR-1 or the WAGOs (Gu *et al.* 2009), and we wondered whether redundant WAGO activity might impact H3K9me2 distribution. We decided to evaluate meiotic H3K9me2 in males that carry MAGO12 (Gu *et al.* 2009) to address this question. As shown in Figure S5, H3K9me2 distribution in first meiotic prophase nuclei appears normal in MAGO12 males.

To begin to investigate the relationship between H3K9me2 marks and WAGO-1 activity, we generated a *wago-1(0)*; *met-2(0)* double mutant and evaluated the developmental phenotype. *met-2* single mutants are reported to develop an Mrt germline defect over 18−24 successive generations (Andersen and Horvitz 2007; Bessler *et al.* 2010). In our hands, the brood size of *wago-1;met-2* double mutants is substantially reduced at 20° within ∼12 generations; however, the strain does not become sterile sooner than the 18−24 generations described for *met-2* (Andersen and Horvitz 2007; Bessler *et al.* 2010), hence the *met-2* Mrt phenotype does not appear to be enhanced.

To evaluate developmental defects, we grew the strains at 20°, picked mid-L4 stage hermaphrodites to fresh plates, and DAPI-stained them 48 hr later. As previously reported, *met-2* mutants contain a variety of germline defects at a very low level (Bessler *et al.* 2010). The most common germline defects we observed in our *met-2* strain were (1) presence of endomitotic oocytes (an Emo phenotype), (2) the presence of clumped meiotic nuclei, and (3) the presence of some morphologically abnormal (typically small) nuclei in the meiotic region. We observed these defects at a very low level in our *wago-1* strain (Table S2). The frequency of the Emo phenotype was reduced in *wago-1;met-2* compared with *met-2*, whereas the frequencies of nuclear clumping and morphologically abnormal nuclei were increased additively in the *wago-1;met-2* double mutant compared with each single mutant. These results suggest MET-2 and WAGO-1 may act in parallel to impact some aspects of germ line development.

The most prominent somatic phenotypic we observed is an egg-laying defect (animals filled with developing embryos) detected at a low level in all three strains (Table S2). This defect was observed at the L4 + 48-hr time point, but not at the earlier L4 + 24-hr time point. Animals were visually examined on the culture plate and after DAPI staining and judged to have an Egl defect if at least a double row of embryos was observed in the uterus. The phenotype is more penetrant in *wago-1;met-2* double mutants than in *met-2* and *wago-1* single mutants (Table S2); the effects appear to be additive, suggesting that MET-2 and WAGO-1 activity act in parallel to impact egg laying.

## Discussion

Our studies describe and compare the genome-wide distribution of H3K9me2 in adult *C. elegans* hermaphrodites with synapsed (*fer-1*) *vs.* unsynapsed (*fer-1;him-8*) X chromosomes. Immunolabeling assays consistently detect elevated H3K9me2 on unsynapsed chromosomes in *him-8* hermaphrodites, and we performed ChIP-seq to distinguish whether the H3K9me2 enrichment accumulates at *de novo* sites on the unsynapsed meiotic X or to an elevated degree at sites normally present on synapsed chromosomes. Our data reveal that H3K9me2 is enriched primarily at existing sites, and at very few *de novo* sites, in *him-8* mutants. This X-enriched signal is relatively modest, most likely because H3K9me2 is underrepresented in germ cells compared with whole animals as detected in our protein blot experiments. Nonetheless, we interpret the increased X chromosome H3K9me2 signal as an elevated abundance of H3K9me2 on meiotic X chromosomes and a redistribution of MET-2 activity toward the unsynapsed Xs. Unexpectedly, in addition to detecting an increase in the proportion of H3K9me2 associated with the X chromosome in *him-8* mutants, we also observed a net increase in H3K9me2 abundance at sites distributed across the genome. Moreover, this increase is not specific to the germ line, but instead present in (at least some) somatic tissues, as well.

To compare H3K9me2 levels on a set of chromosomes when synapsed *vs.* non-synapsed, we necessarily evaluated an example of MSUC. We chose to use *him-8* and evaluate the X chromosome because this is the best-studied situation in the literature. However, these choices raise two points. First, the effect of MSCI might be stronger than MSUC, both in terms of H3K9me2 abundance and effects on the transcriptome. It is possible that MSCI, as a naturally occurring process, causes a more robust increase in H3K9me2 level and has a more profound impact on the transcriptome than does MSUC, which arises in due to mutation or chromosomal duplication. Second, X-linked gene expression is limited in the *C. elegans* germ line relative to autosomal gene expression (Kelly *et al.* 2002; Reinke *et al.* 2000). It is possible that MSUC triggered by unsynapsed autosomes, such as chromosome V in *zim-2* mutants, would have a greater impact on the germline transcriptome. However, *zim* mutants are fertile and have essentially normal germline development (Phillips and Dernburg 2006), therefore it seems unlikely that transcript levels are radically altered in those mutant backgrounds.

Another consideration is the residual H3K9me2 present in *met-2(0)* mutants. Analysis of H3K9me2 in embryos via mass spectrometry detected a low abundance of H3K9me2 in *met-2(0)* embryo extracts, a result is consistent with our protein blot data reported here (Towbin *et al.* 2012). Therefore, our analysis of *met-2(0)* provides information about the transcriptome in germ lines with a very low abundance of H3K9me2 marks. If randomly distributed, these residual marks might be expected to have minimal impact. However, their distribution is not known. These other marks appear to depend on SET-25 activity, as H3K9me2 was not detected in *set-25*; *met-2* double mutants (Towbin *et al.* 2012). SET-25 also is responsible for H3K9me3, as these marks are eliminated in *set-25* mutants. One consequence of this dual activity is that we do not have a means to eliminate H3K9me2 marks entirely without also eliminating H3K9me3, and therefore we cannot easily test the impact of the SET-25-dependent H3K9me2 on the germline transcriptome.

Although primarily studied for its role in meiosis, *him-8* is known to interact genetically with a number of somatically expressed transcriptional regulators (Nelms and Hanna-Rose 2006; Sun *et al.* 2007). It is possible that HIM-8 impacts H3K9me2 level by modulating activity of one or more transcriptional regulators that, in turn, modulate expression of histone-modifying enzymes. As *him-8* mutants develop normally for the most part, we speculate that the elevated H3K9me2 level may be balanced out by elevated levels of other histone modifications, as well.

We find that germline abundance of H3K9me2 and several other histone marks is low relative to abundance in the soma overall. We also observed that the relative level of histone H3 modifications in germline *vs.* soma varies widely, although each of the marks we assayed is underrepresented in adult germ lines relative to adult soma. Although it is to be expected that histone marks might vary among tissues and cells, our observations are important for interpreting ChIP data in that they indicate the germline signal varies widely depending on the mark being assayed. The low H3K9me2 abundance in *C. elegans* is reminiscent of the situation in mouse, where primordial germ cells lose H3K9me2 (and other) marks as they undergo epigenetic reprogramming (Seki *et al.* 2005). The abundance of H3K9me2 marks remains low in adult testes compared with somatic gonadal cells (Deguchi *et al.* 2013). Similarly sweeping changes in histone modification are observed in the *C. elegans* germ lineage (P4 and its daughters, Z2 and Z3) as it forms in the embryo (Wang and Seydoux 2013; Kelly 2014). The abundance of many marks, including H3K9me2 and others tested here, is low in Z2 and Z3 compared with somatic embryonic nuclei (Schaner and Kelly 2006). Subsequent changes in histone modification pattern are observed as the germline develops and produces gametes, with dramatic increases in many histone activation marks (reviewed by Van Wynsberghe and Maine 2013). The general paucity of histone H3 modifications that we detect in the adult germline may reflect on-going mitosis and differentiation in the adult germline, which is absent in the adult soma, and gamete-specific patterns of chromatin regulation important for meiotic events and/or early embryogenesis.

The pattern of H3K9me2 accumulation across the adult XX genome correlates positively with reported WAGO-1 Argonaute targets and negatively with reported CSR-1 Argonaute targets (Gu *et al.* 2009; Claycomb *et al.* 2009). A negative correlation with CSR-1 targets is consistent with our earlier observation of ectopic H3K9me2 accumulation in *csr-1*−null mutants (She *et al.* 2009). In other words, CSR-1 activity may *exclude* deposition of H3K9me2 marks at actively expressed chromatin regions. Moreover, current thinking is that CSR-1 functions in a mechanism to distinguish appropriate from inappropriate gene expression in the germ line (Seth *et al.* 2013; Wedeles *et al.* 2013). In this sense, CSR-1 is thought to be a positive regulator of germline gene expression. Positive correlation of H3K9me2 with WAGO-1 targets suggests H3K9me2 and WAGO-1 may act together or in parallel to regulate a common set of targets. In our analysis, we used the top 96 WAGO-1 targets identified based on recovery of 22G siRNAs by WAGO-1 co-IP; 95 of these targets are protein-coding genes (Gu *et al.* 2009). Therefore, WAGO-1 and H3K9me2 appear to have some common protein-coding gene targets. We also found that H3K9me2, like WAGO-1, preferentially modified retrotransposons and DNA transposons, although H3K9me2 marks also accumulate at helitrons and some other interspersed repeat sequences not targeted by WAGO-1.

Our genetic and immunolabeling data suggest that the two mechanisms act in parallel: *wago-1* and *met-2* developmental defects are additive, and H3K9me2 deposition appears normally enriched on the X chromosome in *wago-1* (She *et al.* 2009) and MAGO12 meiotic male germ cells (this study). Studies in mouse suggest H3K9 methylation acts in parallel with other mechanisms, piRNA and DNA methylation, to silence certain transposons (Di Giacomo *et al.* 2013; Di Giacomo *et al.* 2014). In *C. elegans*, transposons are known to be variably targeted for silencing by the 21U (pi) RNA/PRG and/or 22G RNA/WAGO pathways and for H3K9 methylation (reviewed by Van Wynsberghe and Maine 2013; Ni *et al.* 2014). There is overlap among these mechanisms, for example the nuclear RNAi (NRDE) pathway targets H3K9me3 marks to retrotransposons (Ni *et al.* 2014). Our data provide further evidence of parallel regulatory pathways targeting a common set of transposons.

Although H3K9me2 was originally described as a “silencing” mark due to its association with heterochromatin (Bannister *et al.* 2001), substantial data have accumulated to indicate that H3K9me2 can be present on expressed genes. In *C. elegans* embryos, H3K9me2 is associated with both active and inactive genes in nuclear envelope-associated chromatin (Ikegami *et al.* 2010). In *Drosophila*, distinct patterns of H3K9me2 accumulation are observed across active genes located in heterochromatin domains (H3K9me2 was present) *vs.* active genes located in euchromatin domains (H3K9me2 was absent) (Yasuhara and Wakimoto 2008). This flexible H3K9me2 accumulation pattern is in contrast to many other marks whose accumulation correlates strongly with either an active (*e.g.*, H3K36me1) or repressed (*e.g.*, H3K27me3) state (Ho *et al.* 2014). Consistent with published data from *C. elegans* whole-animal RNA-seq analysis (Ho *et al.* 2014), our RNA-seq results do not indicate a strong correlation between H3K9me2 and transcript level. Although the most highly expressed genes tend to have a lower H3K9me2 level than other genes, this trend does not extend to genes expressed at a low-moderate level. The presence of H3K9me2 on active genes in *C. elegans* heterochromatic regions is consistent with the observations in *Drosophila*. In a recent study, Garrigues *et al.* showed that H3K9me2 is a mark of heterochromatin in *C. elegans* as in other organisms (Garrigues *et al.* 2014). Their results define heterochromatin as regions containing H3K9me1, H3K9me2, HPL-2 (Heterochromatin Protein 1 ortholog), and a relatively high density of repetitive sequences. Most of the H3K9me2 enrichment we detect appears to be heterochromatic as it is associated with repeat sequences.

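Over all tested genes, the log2 difference between the means of the 2 genotypes had an SD of 0.808 across genes, and 1754 genes differed by more than 1 on the log2 scale. Between the 2 met-2;him-8 libraries the SD was 1.38, with 3619 genes beyond 1, and between the 2 him-8 libraries it was 0.824, with 1970 genes beyond 1. Taken as independent, the replicate differences alone would give the difference of means an SD of 0.803. Same-numbered libraries deviated together, and with the part they share removed the replicate differences would give an SD of 0.665. The numbers of genes called with and without the replicate block are those given with the differentially expressed transcripts.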

Consistent with the idea that H3K9me2 serves another function in addition to or instead of transcriptional control, our data reveal only modest differences in the gonad transcriptome in *met-2(0)* mutants *vs.* controls. This finding is consistent with immunolabeling results obtained by Checchi and Engebrecht in their analysis of checkpoint surveillance (Checchi and Engebrecht 2011). When they evaluated RNAPII association with unsynapsed chromosomes via immunolabeling, they observed variable association of active RNAPII with the X chromosome in meiotic nuclei in both *him-8* and *met-2;him-8* hermaphrodites. The authors interpreted these results to mean that H3K9me2 was not responsible for limiting transcription in the unsynapsed X homologs. We do note that our data do not provide information about the *met-2* germline transcriptome after successive homozygous generations, and we hypothesize that the transcriptome shifts as fertility decreases.

Numerous alternative functions for H3K9 methylation have been proposed based on a variety of studies. For example, H3K9me2 at repetitive regions may promote a chromatin configuration to reduce unequal crossing-over between repetitive sequences located at different positions on the chromosome. Such a scenario is hypothesized for *Drosophila*, where double-strand breaks (DSBs) arising in heterochromatin are shifted outside of the heterochromatin domain before RAD51 can be recruited for homologous recombination repair (Chiolo *et al.* 2011). On the basis of colocalization studies, DSBs that occur in heterochromatin domains attract early recombination markers, and then are relocated outside of the heterochromatin domain prior to RAD51 recruitment and strand repair (Chiolo *et al.* 2011). Moreover, heterochromatin proteins themselves appear to prevent RAD51 association. A recent fine-structure analysis of recombination on *C. elegans* chromosome II did not detect a correlation between H3K9me2 density and recombination: an abrupt increase in recombination frequency on the chromosome arm did not correlate with a similar increase in H3K9me2 density (Kaur and Rockman 2014). However, *C. elegans* recombination is well known to occur more frequently on autosomal arms than in the chromosome centers, and this pattern correlates with the relatively high repetitive sequence density on arms compared with centers (Gerstein *et al.* 2010; Liu *et al.* 2011).

In mouse, H3K9me2 accumulation at pericentric heterochromatin appears to contribute to meiotic pairing and synapsis through its association with heterochromatin protein 1 (Takada *et al.* 2011). In *C. elegans*, where chromosomes are holocentric, H3K9me2 does not accumulate at centromeric heterochromatin (Gassmann *et al.* 2012). However, chromosome pairing is mediated by a single pairing center at the end of one arm of each chromosome, and each pairing center contains a number of short sequence motifs responsible for recruiting pairing proteins (*e.g.*, HIM-8) (Phillips *et al.* 2009). Although chromatin in the vicinity of the pairing center contains substantial H3K9me2, these marks do not accumulate at the recruitment motifs themselves (Liu *et al.* 2011). Consistent with nuclear envelope association of heterochromatic regions, pairing centers are brought together via interaction with HIM-8 and other pairing proteins at the nuclear envelope (Phillips and Dernburg 2006). While there is no direct evidence that H3K9me2 modulates pairing in *C. elegans*, there may be a relationship between recombination and H3K9me2 distribution because the chromatin factor, HIM-17, is required both for DSB formation and for robust H3K9me2 accumulation at certain sites (Reddy and Villeneuve 2004).

Another postulated role for H3K9 methylation is in positioning heterochromatin at the nuclear periphery in association with the nuclear envelope, an association thought to limit gene expression. Heterochromatin in the *C. elegans* genome is concentrated on the autosomal arms and left end of X—coincident with H3K9me2 and repetitive sequences—and these regions associate with the nuclear envelope via LEM-2 in a manner that depends on H3K9 methylation (Garrigues *et al.* 2014; Ikegami *et al.* 2010; Towbin *et al.* 2012). We note that LEM-2 binds preferentially to helitron sequences, a class of transposon also enriched for H3K9me2.

In summary, the accumulation of H3K9me2 on unsynapsed X chromosomes may function in multiple ways to promote germline processes. The paucity of *de novo* H3K9me2 sites on unsynapsed chromosomes suggests that the increased level of H3K9me2 does not play a unique role on those chromosomes. Instead, assembly of heterochromatin on unsynapsed chromosomes may require an elevated level of H3K9me2 to confer the same control over chromosomal processes as obtained on synapsed chromosomes. Future studies may reveal the basis for this difference, and how H3K9me2 marks regulate chromosomal processes during meiosis.

## Supplementary Material

Supporting Information

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites — Supporting Information 

# Enrichment of H3K9me2 on Unsynapsed Chromatin in *Caenorhabditis elegans* Does Not Target *de Novo* Sites

## Supporting Information for Guo *et al.*, 2015

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S5 and Tables S1-S3 (PDF, 633 KB)
- Figure S1 - H3K9me2 is enriched on the unsynapsed X chromosomes in *fer-1;him-8* mutants. (PDF, 241 KB)
- Figure S2 - Comparison of H3K9me2 distribution in our adult datasets with L3 larval and early embryo datasets from modENCODE. (PDF, 256 KB)
- Figure S3 - Comparison of H3K9me2 distribution in our adult whole animal datasets with isolated adult germ cell dataset from modENCODE. (PDF, 236 KB)
- Figure S4 - Histone signal does not degrade in dissected tissue. (PDF, 153 KB)
- Figure S5 - H3K9me2 is enriched on male the X chromosome in MAGO12 mutants during first meiotic prophase. (PDF, 168 KB)
- Table S1 - H3K9me2 tends to be enriched at repetitive DNA sequences. (PDF, 159 KB)
- Table S2 - Developmental defects observed in *wago-1, met-2,* and *wago-1;met-2* XX adults. (PDF, 167 KB)
- Table S3 - Oligonucleotide primers used for real-time PCR reactions. (PDF, 130 KB)

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

**Enrichment of H3K9me2 on unsynapsed chromatin in *Caenorhabditis elegans* does not target *de novo* sites**

Yiqing Guo\*, Bing Yang\*, Yini Li\*, Xia Xu\*§, and Eleanor M. Maine\*

Gene Expression Omnibus (GEO) accession link: GSE67030

**DOI: 10.1534/g3.115.019828**

# hermaphrodite gonad

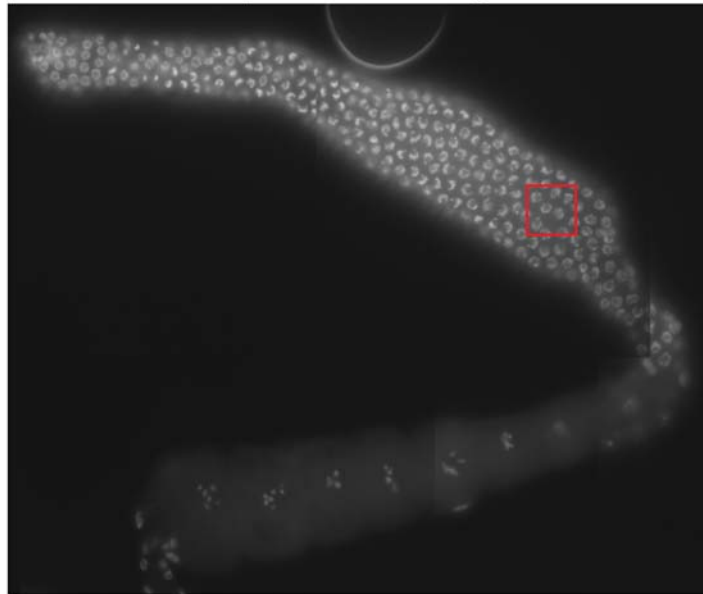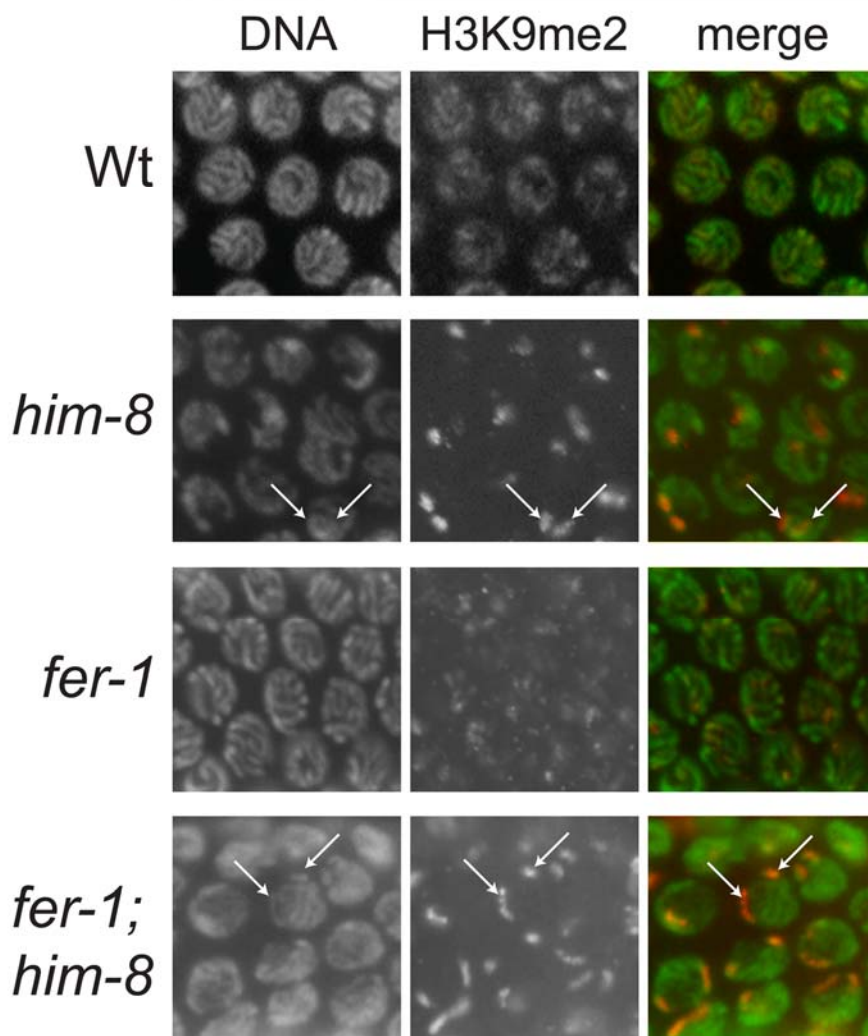

**Figure S1** H3K9me2 is enriched on the unsynapsed X chromosomes in *fer-1;him-8* mutants. Upper panel, dissected adult hermaphrodite gonad arm stained with DAPI to visualize DNA. Lower panels show pachytene germ cells, from a region corresponding to the boxed region above, co-labeled to detect DNA and H3K9me2. Stronger H3K9me2 foci are visible in *him-8* and *fer-1;him-8* nuclei, corresponding to the X chromosomes.

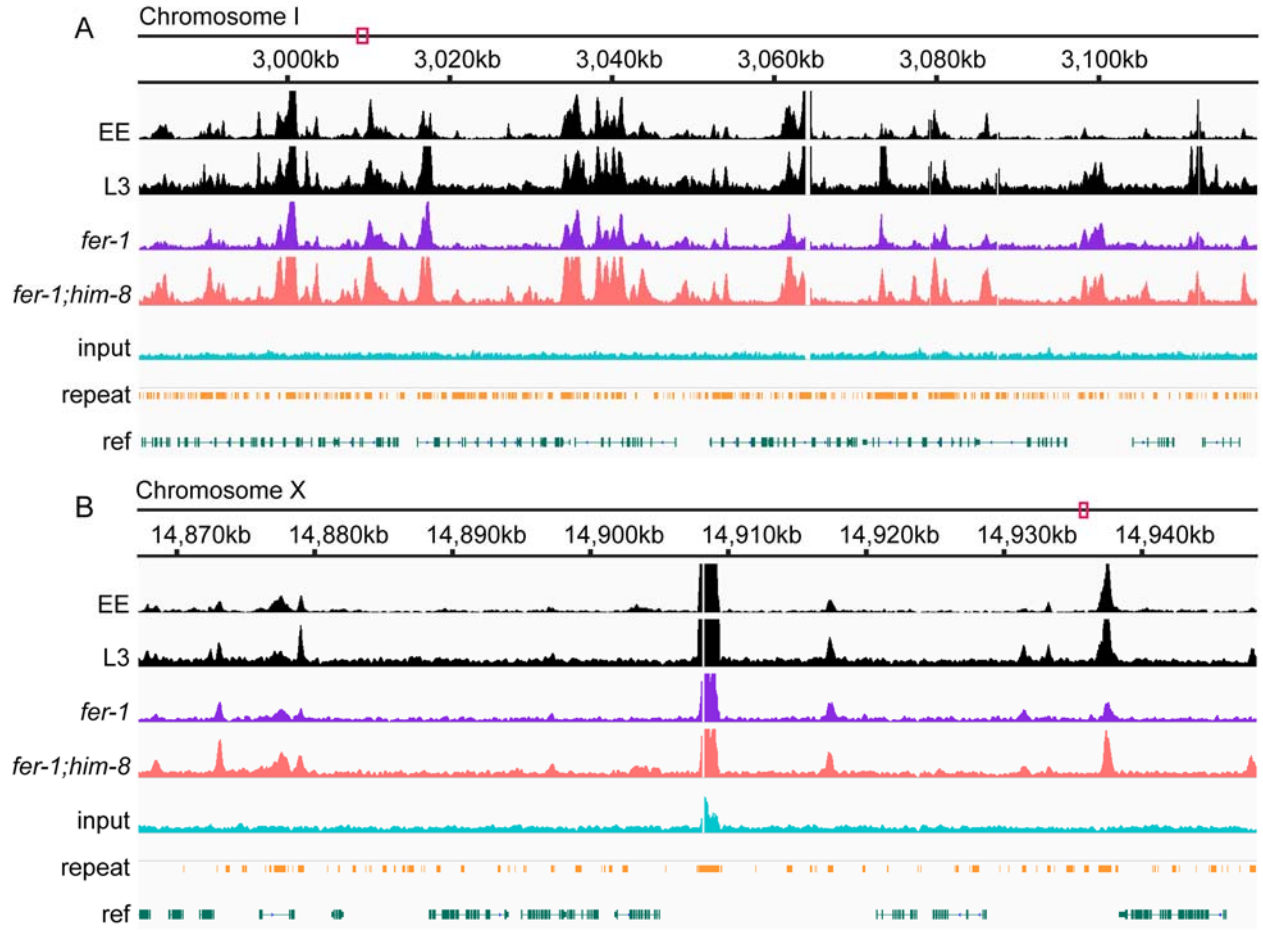

**Figure S2** Comparison of H3K9me2 distribution in our adult datasets with L3 larval and early embryo datasets from modENCODE. Screenshots from the Genome Browser show H3K9me2 signal at representative regions of the genome. Peaks tend to correlate with repetitive sequences, although many repeat regions lack H3K9me2. Y-axis scale reflects the number of reads, ranging from a minimum of 0 to a maximum of  $\geq 120$ .

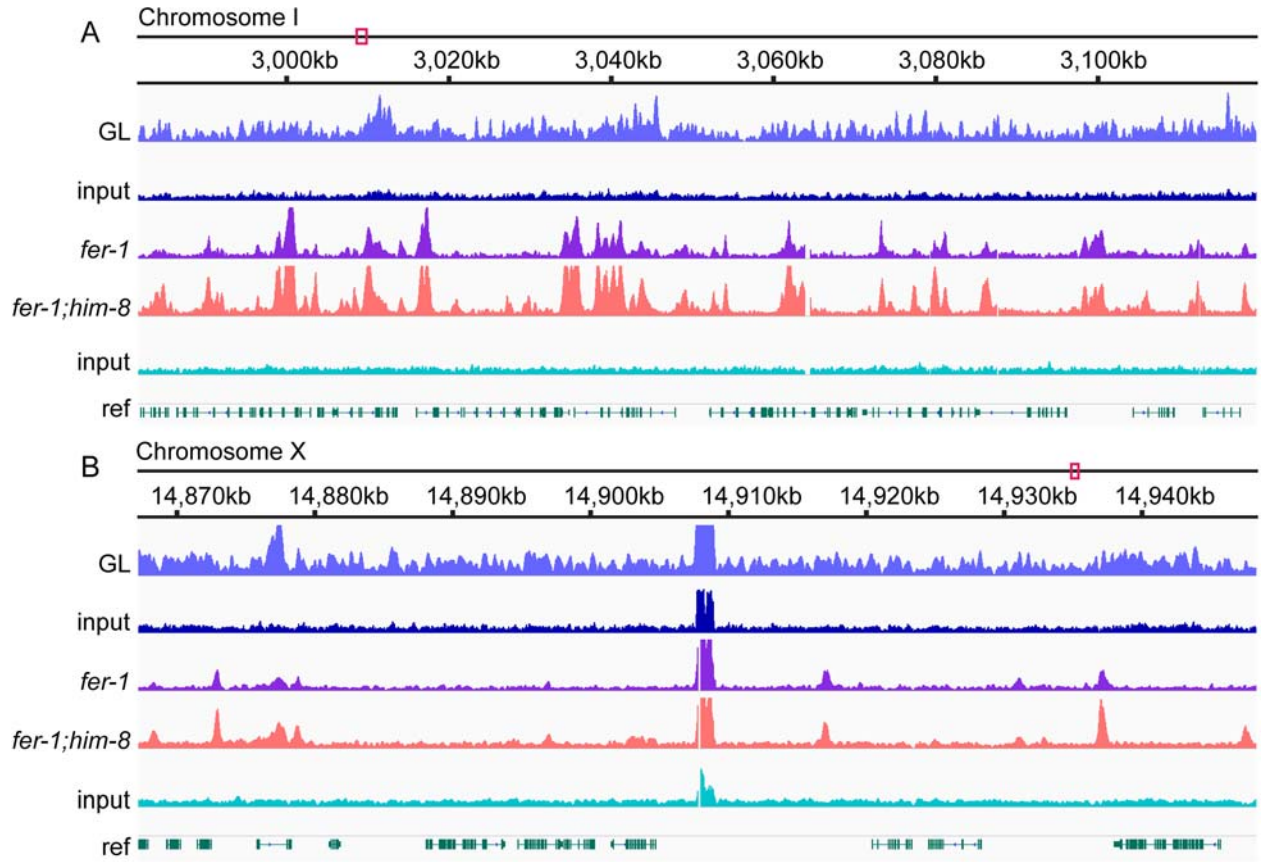

**Figure S3** Comparison of H3K9me2 distribution in our adult whole animal datasets with isolated adult germ cell dataset from modENCODE. Screenshots from the Genome Browser show H3K9me2 signal at the same representative regions of the genome as shown in Figure S2. Y-axis scale reflects the number of reads, ranging from a minimum of 0 to a maximum of  $\geq 120$ . GL, germ cell data.

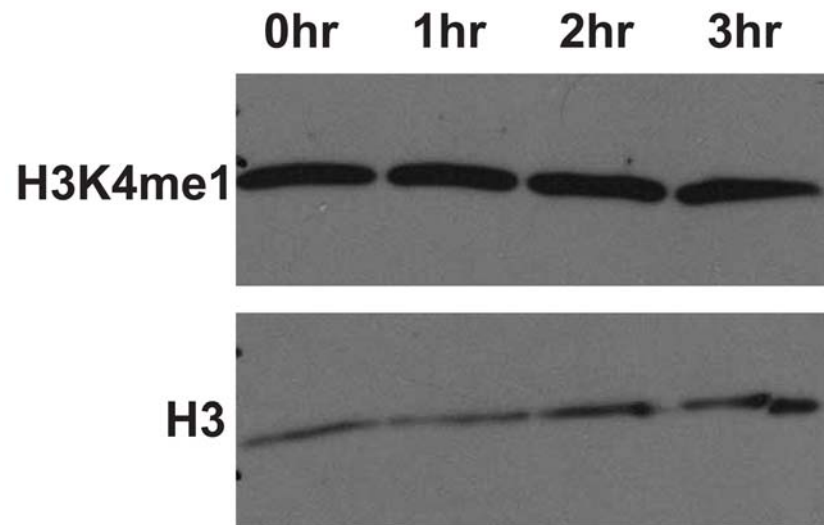

**Figure S4** Histone signal does not degrade in dissected tissue. Protein blot indicating H3K4me1 and pan-H3 levels in dissected tissue. Adults were dissected and tissue was allowed to sit in buffer on ice for 0-3 hr, as indicated. An equal number of animals was dissected for each time point, and an equivalent proportion of each sample was loaded onto one gel for pan-H3 detection and another gel for H3K4me1 detection.

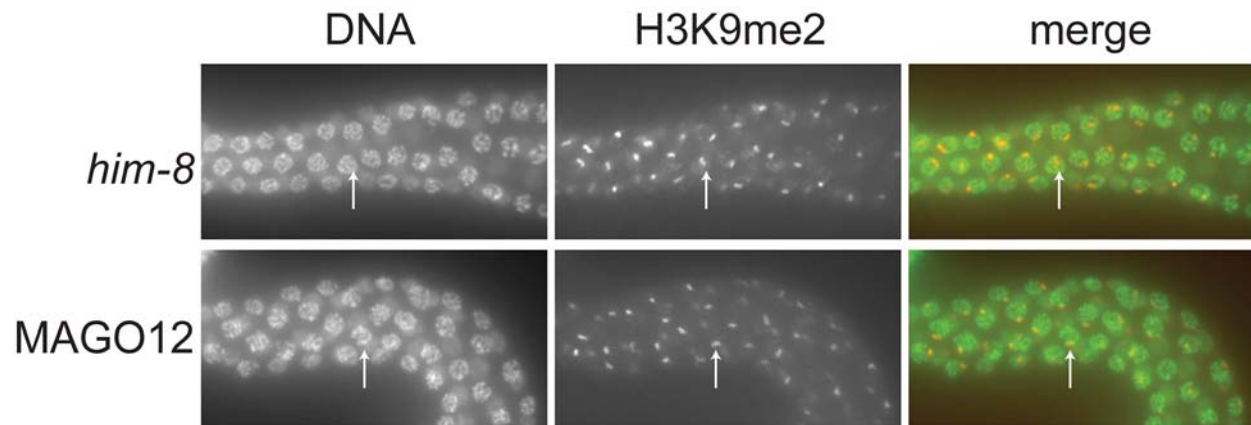

**Figure S5** H3K9me2 is enriched on male the X chromosome in MAGO12 mutants during first meiotic prophase. Male gonads were dissected, and H3K9me2 was visualized via indirect immunofluorescence. DNA was visualized with DAPI. Panels show a portion of the late pachytene/early diplotene germline. A single strong focus of H3K9me2 visible in each control and MAGO-12 nucleus (arrows) corresponds to the X chromosome. H3K9me2 signal decreases as nuclei move into diplotene.

**Table S1 H3K9me2 tends to be enriched at repetitive DNA sequences**

|                                       | % total<br>genome | % H3K9me2-enriched genome |              |
|---------------------------------------|-------------------|---------------------------|--------------|
|                                       |                   | <i>fer-1; him-8</i>       | <i>him-8</i> |
| genome                                | 100.00            | 100.00                    | 100.00       |
| Total repeated sequences <sup>^</sup> | 19.6              | 53.3                      | 56.8         |
| Retro-elements*                       | 0.89              | 2.89                      | 2.85         |
| Transposons*                          | 7.10              | 22.37                     | 22.93        |
| Helitrons*                            | 1.40              | 5.36                      | 5.83         |
| Unclassified interspersed repeats*    | 1.24              | 3.16                      | 3.48         |
| Satellite sequences*                  | 1.03              | 2.32                      | 2.94         |
| Simple repeats*                       | 1.19              | 1.71                      | 1.77         |
| Low complexity repeats*               | 0.30              | 0.23                      | 0.19         |
| Other repeated sequence**             | 6.45              | 15.26                     | 16.81        |

<sup>^</sup> Data obtained from [www.wormbase.org](http://www.wormbase.org). Repeat sequences were identified by Repeat Masker ([repeatmasker.org](http://repeatmasker.org)) analysis of genome data and are listed in wormbase as inverted repeats, tandem repeats, or “repeat regions.” \* Repeat sequences identified by analyzing the genome sequence and H3K9me2 ChIP-enriched sequences for annotated repeats listed in Repbase ([www.girinst.org/rebase/](http://www.girinst.org/rebase/) version 20140131) using Repeat Masker. \*\* Repeat sequences identified by Repeat Masker analysis of the genome sequence (included in “total repeated sequences”), but not annotated in Repbase. See Methods.

**Table S2 Developmental defects observed in *wago-1*, *met-2*, and *wago-1;met-2* XX adults**

| Phenotype                   | % mutant (n)* |              |                     |
|-----------------------------|---------------|--------------|---------------------|
|                             | <i>wago-1</i> | <i>met-2</i> | <i>wago-1;met-2</i> |
| Endomitotic oocytes         | 3 (69)        | 9 (90)       | 5 (56)              |
| Clumped meiotic nuclei      | 0 (69)        | 1 (90)       | 4 (56)              |
| Abnormal meiotic morphology | 1 (69)        | 2 (90)       | 4 (56)              |
| Defective egg-laying        | 1 (78)        | 5 (84)       | 9 (85)              |

\* n=number of gonad arms for germline defects; n=number of animals for egg-laying defect.

**Table S3 Oligonucleotide primers used for real-time PCR reactions.**

| <b>Name</b> | <b>Sequence</b>        | <b>Chromosome</b>    | <b>Used with</b> |
|-------------|------------------------|----------------------|------------------|
| <b>P78</b>  | TTCCTCGGGAGATTTTAGCC   | X:196839..196858     | P79              |
| <b>P79</b>  | ATCCGGTGTTTAGGGGTACTG  | X:196963..196943     |                  |
| <b>P80</b>  | CCGAATTCTAGGTAACGGACTG | X:7942473..7942494   | P81              |
| <b>P81</b>  | TCAAGTCTGAGAAGAGCTGGTG | X:7942595..7942574   |                  |
| <b>P82</b>  | AATGGTTGCTCTCTTTCTCAGC | X:15922939..15922960 | P83              |
| <b>P83</b>  | GGCCAGTAACCAGAAAGAGTTG | X:15923092..15923071 |                  |
| <b>P84</b>  | TTCCGCCACTCATAGTTGTC   | X:15920286..15920306 | P85              |
| <b>P85</b>  | AATTCAGTGGCTGGATGGTC   | X:15920426..15920407 |                  |

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

# hermaphrodite gonad

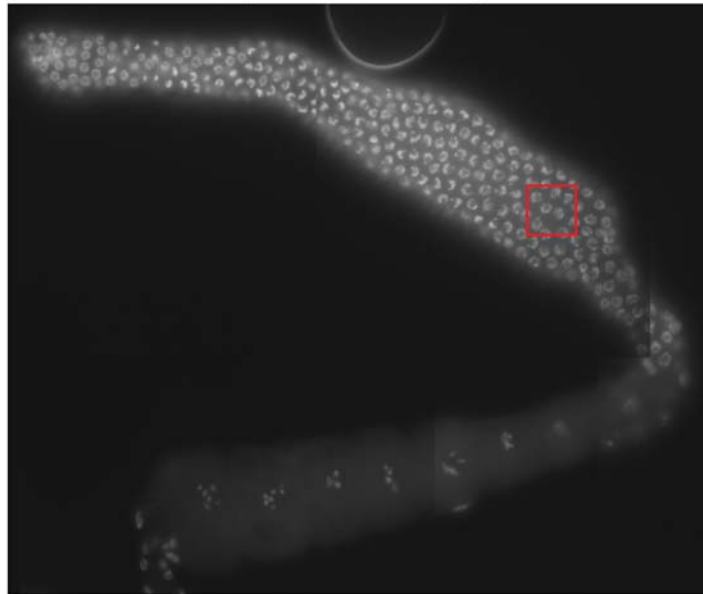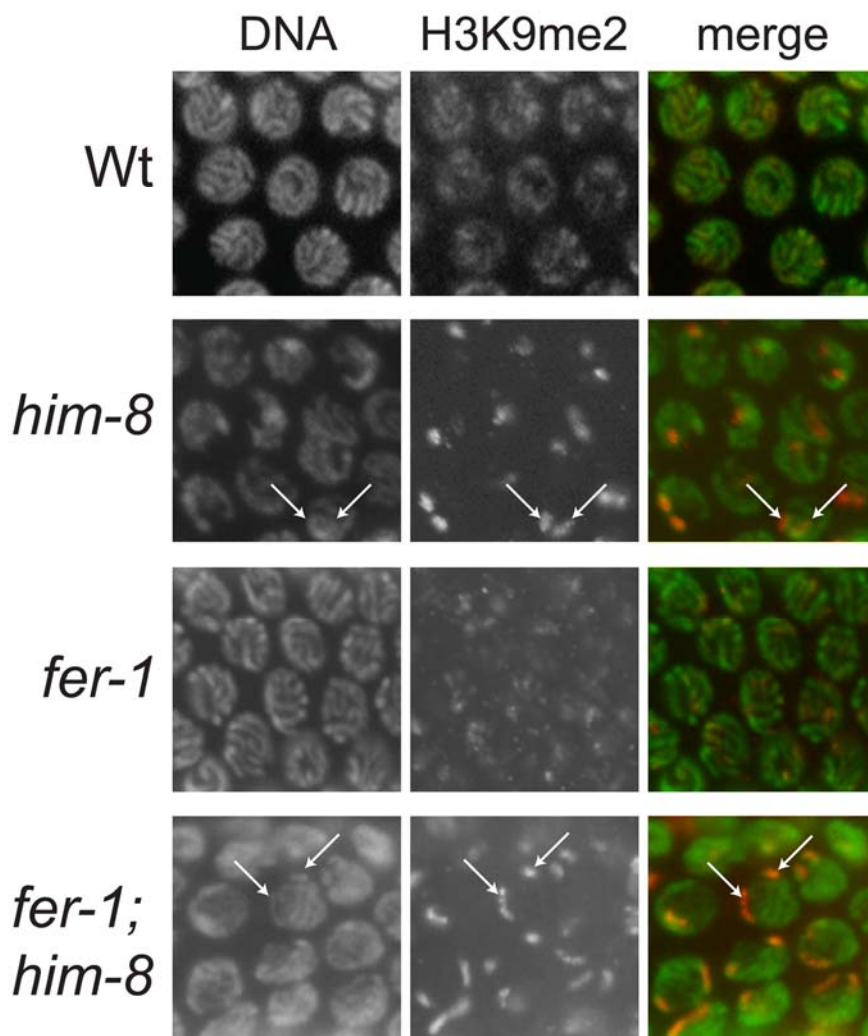

**Figure S1** H3K9me2 is enriched on the unsynapsed X chromosomes in *fer-1;him-8* mutants. Upper panel, dissected adult hermaphrodite gonad arm stained with DAPI to visualize DNA. Lower panels show pachytene germ cells, from a region corresponding to the boxed region above, co-labeled to detect DNA and H3K9me2. Stronger H3K9me2 foci are visible in *him-8* and *fer-1;him-8* nuclei, corresponding to the X chromosomes.

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

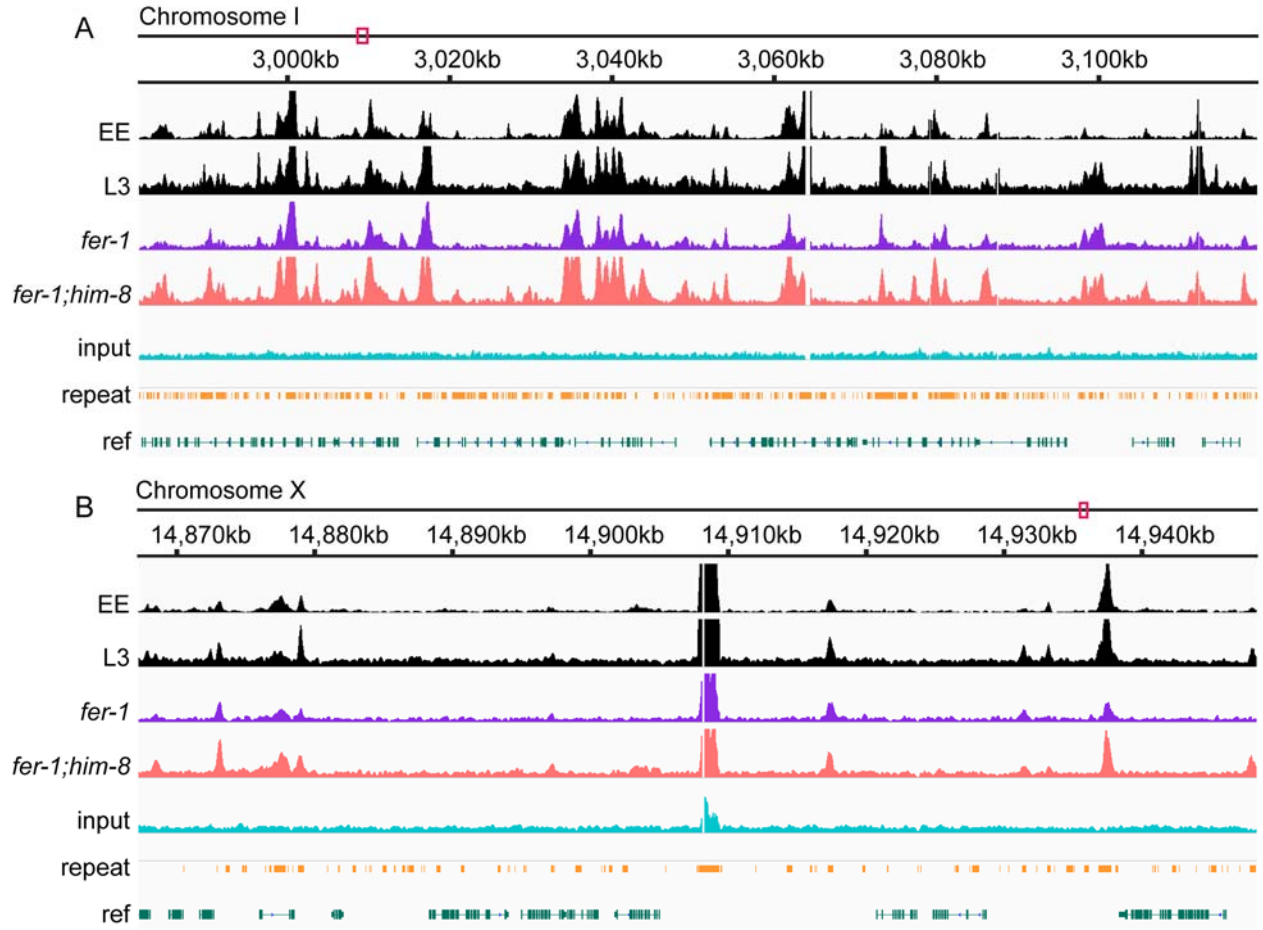

**Figure S2** Comparison of H3K9me2 distribution in our adult datasets with L3 larval and early embryo datasets from modENCODE. Screenshots from the Genome Browser show H3K9me2 signal at representative regions of the genome. Peaks tend to correlate with repetitive sequences, although many repeat regions lack H3K9me2. Y-axis scale reflects the number of reads, ranging from a minimum of 0 to a maximum of  $\geq 120$ .

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

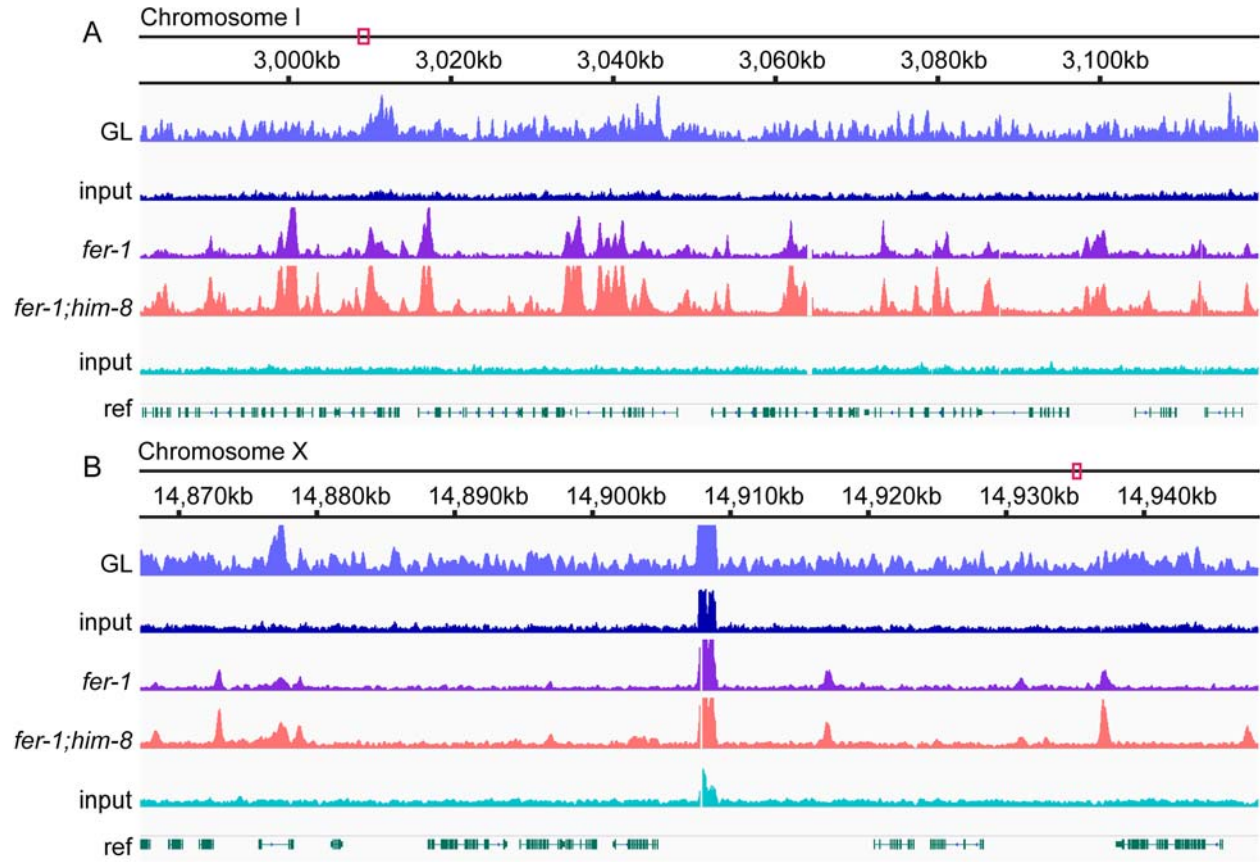

**Figure S3** Comparison of H3K9me2 distribution in our adult whole animal datasets with isolated adult germ cell dataset from modENCODE. Screenshots from the Genome Browser show H3K9me2 signal at the same representative regions of the genome as shown in Figure S2. Y-axis scale reflects the number of reads, ranging from a minimum of 0 to a maximum of  $\geq 120$ . GL, germ cell data.

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

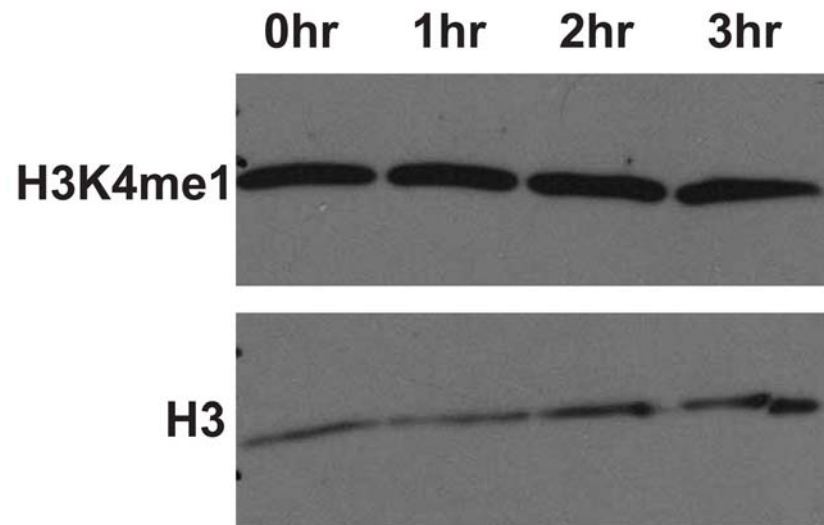

**Figure S4** Histone signal does not degrade in dissected tissue. Protein blot indicating H3K4me1 and pan-H3 levels in dissected tissue. Adults were dissected and tissue was allowed to sit in buffer on ice for 0-3 hr, as indicated. An equal number of animals was dissected for each time point, and an equivalent proportion of each sample was loaded onto one gel for pan-H3 detection and another gel for H3K4me1 detection.

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

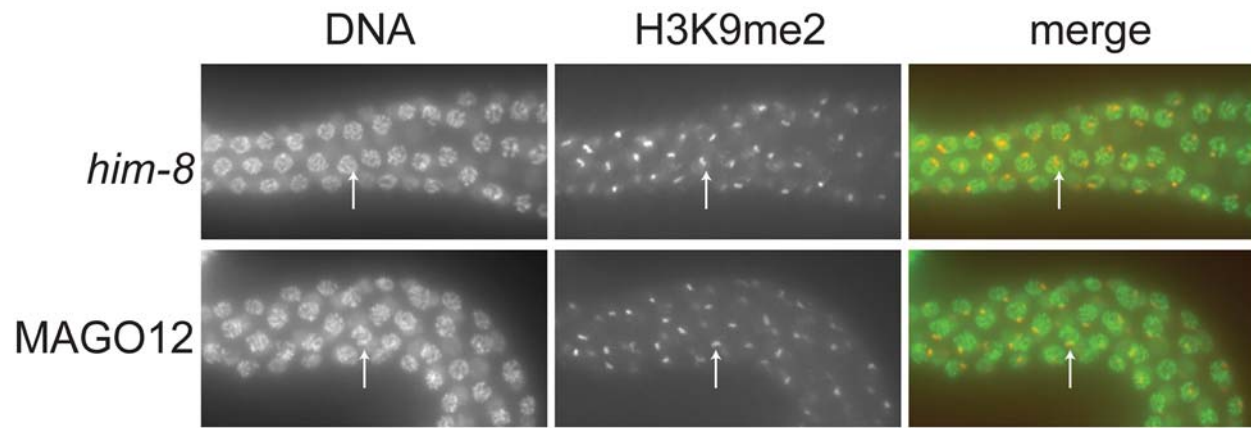

**Figure S5** H3K9me2 is enriched on male the X chromosome in MAGO12 mutants during first meiotic prophase. Male gonads were dissected, and H3K9me2 was visualized via indirect immunofluorescence. DNA was visualized with DAPI. Panels show a portion of the late pachytene/early diplotene germline. A single strong focus of H3K9me2 visible in each control and MAGO-12 nucleus (arrows) corresponds to the X chromosome. H3K9me2 signal decreases as nuclei move into diplotene.

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

**Table S1 H3K9me2 tends to be enriched at repetitive DNA sequences**

|                                       | % total<br>genome | % H3K9me2-enriched genome |              |
|---------------------------------------|-------------------|---------------------------|--------------|
|                                       |                   | <i>fer-1; him-8</i>       | <i>him-8</i> |
| genome                                | 100.00            | 100.00                    | 100.00       |
| Total repeated sequences <sup>^</sup> | 19.6              | 53.3                      | 56.8         |
| Retro-elements*                       | 0.89              | 2.89                      | 2.85         |
| Transposons*                          | 7.10              | 22.37                     | 22.93        |
| Helitrons*                            | 1.40              | 5.36                      | 5.83         |
| Unclassified interspersed repeats*    | 1.24              | 3.16                      | 3.48         |
| Satellite sequences*                  | 1.03              | 2.32                      | 2.94         |
| Simple repeats*                       | 1.19              | 1.71                      | 1.77         |
| Low complexity repeats*               | 0.30              | 0.23                      | 0.19         |
| Other repeated sequence**             | 6.45              | 15.26                     | 16.81        |

<sup>^</sup> Data obtained from [www.wormbase.org](http://www.wormbase.org). Repeat sequences were identified by Repeat Masker ([repeatmasker.org](http://repeatmasker.org)) analysis of genome data and are listed in wormbase as inverted repeats, tandem repeats, or "repeat regions." \* Repeat sequences identified by analyzing the genome sequence and H3K9me2 ChIP-enriched sequences for annotated repeats listed in Repbase ([www.girinst.org/rebase/](http://www.girinst.org/rebase/) version 20140131) using Repeat Masker. \*\* Repeat sequences identified by Repeat Masker analysis of the genome sequence (included in "total repeated sequences"), but not annotated in Repbase. See Methods.

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

**Table S2 Developmental defects observed in *wago-1*, *met-2*, and *wago-1;met-2* XX adults**

| Phenotype                   | % mutant (n)* |              |                     |
|-----------------------------|---------------|--------------|---------------------|
|                             | <i>wago-1</i> | <i>met-2</i> | <i>wago-1;met-2</i> |
| Endomitotic oocytes         | 3 (69)        | 9 (90)       | 5 (56)              |
| Clumped meiotic nuclei      | 0 (69)        | 1 (90)       | 4 (56)              |
| Abnormal meiotic morphology | 1 (69)        | 2 (90)       | 4 (56)              |
| Defective egg-laying        | 1 (78)        | 5 (84)       | 9 (85)              |

\* n=number of gonad arms for germline defects; n=number of animals for egg-laying defect.

# Supplementary material for: Enrichment of H3K9me2 on Unsynapsed Chromatin in Caenorhabditis elegans Does Not Target de Novo Sites
**Source:** G3 (Bethesda). 2015 Jul 8;5(9):1865–78. doi: 10.1534/g3.115.019828
**Supplement:** Supporting Information

**Table S3 Oligonucleotide primers used for real-time PCR reactions.**

| <b>Name</b> | <b>Sequence</b>        | <b>Chromosome</b>    | <b>Used with</b> |
|-------------|------------------------|----------------------|------------------|
| <b>P78</b>  | TTCCTCGGGAGATTTTAGCC   | X:196839..196858     | P79              |
| <b>P79</b>  | ATCCGGTGTTTAGGGGTACTG  | X:196963..196943     |                  |
| <b>P80</b>  | CCGAATTCTAGGTAACGGACTG | X:7942473..7942494   | P81              |
| <b>P81</b>  | TCAAGTCTGAGAAGAGCTGGTG | X:7942595..7942574   |                  |
| <b>P82</b>  | AATGGTTGCTCTCTTCTCAGC  | X:15922939..15922960 | P83              |
| <b>P83</b>  | GGCCAGTAACCAGAAAGAGTTG | X:15923092..15923071 |                  |
| <b>P84</b>  | TTCCGCCACTCATAGTTGTC   | X:15920286..15920306 | P85              |
| <b>P85</b>  | AATTCACTGGCTGGATGGTC   | X:15920426..15920407 |                  |

How the deposited data were processed for this re-analysis (not part of the article)

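The data are 4 mRNA-seq libraries from dissected adult hermaphrodite gonads, 2 from him-8 and 2 from met-2;him-8 animals. Genotypes and replicate numbers were taken from the sample labels and the paper. The authors aligned reads with STAR and ran Cufflinks and Cuffdiff. They deposited estimated counts of reads per gene and library, which are not scaled to depth, and a table of the Cuffdiff comparison. In that deposited table the authors give 1 RPKM value per genotype, made from both replicates, the log2 fold change of him-8 over met-2;him-8, and the p-value and q-value of the comparison. The log2 fold changes of the authors' deposited table are printed here with the opposite sign, as met-2;him-8 over him-8. The paper's text does not name the tool and the annotation behind the count table. The 3243 genes with the Cuffdiff status NOTEST and the 1 gene with the status HIDATA (eef-1A.1, which encodes a translation elongation factor) had 0 reads in every library of the count table. The 12 mitochondrial genes also had 0 reads. So had ribosomal protein genes such as rpl-2, rpl-4 and rps-0, chosen after their values were seen. A 0 in these files is thus not in every case a measured absence. Gene starts in the deposited table count from 0, as tested on gene lengths (2132 genes matched the annotated length under that reading and 13 under the other), and are printed counting from 1. The paper names WormBase annotation WS220 for its repeats, and the deposited table itself names no build. The WBcel235 annotation was used only for exon lengths, which 19902 of the 20389 genes had, and no coordinates were taken from it.

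The design of the tests assumed whole counts. The deposited counts are estimates of which a few are not whole, so they were rounded to whole numbers and the planned tests were kept. They were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr with its default settings, no replicate block), with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were derived from the log2 fold change and the square root of the F statistic. Sets of genes were tested with camera from limma 3.58.1, with a preset inter-gene correlation of 0.01 and log CPM with a prior count of 2. The 6 chromosomes formed one family. Autosomal arms were taken as the first and the last 33.3% of each chromosome, by gene start. DESeq2 1.42.0 was an alternative. CPM of single genes are TMM-normalized. The smallest detectable count was taken as 3 reads. The library totals ranged from 14255714 to 49848077 reads, and the shallowest library, him-8 replicate 2, limits the precision of low transcripts. PCR duplicates were not identified in the counts, so limits from reads cover counting error only.

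The replicate numbers shared by the 2 genotypes come from the sample labels. The paper describes separate sets of dissected gonads and does not describe a pairing. The fit with the replicate number as a block is therefore an alternative, and its results are given beside the fit without it.

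The fits were tested on simulated data. Counts were drawn for the 10875 genes from their means, the library sizes and the trended dispersions of the edgeR fit, with 200 genes changed. Of these, 191 were among the 10374 genes that passed the expression filter, and 97 of the 191 were called, together with 4 unchanged genes. Of the 97 tested genes changed 8-fold or more, 82 were called. In the simulation, genes of like expression had the same spread. In the data the spread differed between genes (prior degrees of freedom 3.072), so these shares do not give the power there. For a simulated X-linked shift of 0.25 over all 10875 genes, the mean recovered shift was 0.249 over 20 simulations, and camera gave a p-value below 0.05 in 20 of them, against 0 of 20 without a shift. Simulated genes were drawn independently, so this does not test camera under correlation between genes. The shift was first measured on a single draw of log CPM, and the measure was changed after that draw recovered too little of the simulated shift.

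The tests, their designs, the marker genes, the rule for named genes and the alternatives were set before the data were examined, except where the text says otherwise. The genes named in the text are those the paper names from its mRNA-seq data, the 2 mutated genes, the 4 genes with the largest log2 fold change in each direction among the edgeR calls with at least 10 reads in every library and libraries separated by genotype, and the 4 genes with the most reads in the genotype listed at 0 among the authors' genotype-specific calls. The last 2 parts of the rule gave no gene, since edgeR called none and all reads in question were 0. Other genes are named only where the text says that they were chosen after their values were seen. The alternatives were other normalizations (RLE and upper quartile), other expression filters, DESeq2, robust dispersion, the replicate block, an adjusted p-value below 0.1, other count minimums, other scales for correlations, other limits for arms and low RPKM, an estimated inter-gene correlation, and leaving out each library in turn. The ChIP-seq, protein blot, Gene Ontology and SAGE comparisons of the paper were not analysed here.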

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

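The tests of arbitrary pairing and of carried-over somatic tissue were chosen only after the results were seen, and the simulation without a genotype effect was written down before its result was seen.

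With the replicate number as a block, 85 genes outside the calls of the authors' deposited table passed an adjusted p-value of 0.05, which is a signal in genes the paper does not discuss. They are part of 144 calls, where 0 genes passed without the block and 526 had an unadjusted p below 0.05. Model false positives were tested by simulating counts with the replicate-number differences of the data and no genotype effect. The largest number of genes called in 20 such simulations, over at least 10874 genes, was 1. For arbitrary pairing, the crossed pairing, which joins replicate 1 of one genotype with replicate 2 of the other, gave 0 calls, with 229 genes at an unadjusted p below 0.05. In the simulation the fit by itself thus did not make such calls. Counts simulated from a fitted model cannot show calls that come from a larger spread between libraries than the model assumes. That source of calls stays open. The crossed pairing cannot exclude an arbitrary pairing, because with 2 libraries per genotype a positive correlation of same-numbered libraries (0.358) makes that of the crossed libraries negative by construction. Of the 144 genes, 87 were also called without any pairing, 26 with DESeq2 and 83 with no filter, and of the 85 genes 35 were. The other 57 genes, 50 of them among the 85, were called in neither of these settings and cannot be told apart from calls of a pairing that matched by chance. Of the 85 genes, DESeq2 called 7 and the fit with no filter 31. The fit with no filter drew the spread of a gene wholly toward that of the other genes. Its shared calls therefore do not exclude calls that come from a larger spread between libraries. A difference between batches of preparation was not tested apart from the pairing, since the labels give no batch. The same-numbered libraries may share a preparation effect that the block removes, which would leave genotype differences easier to see, but the paper describes no pairing. With 2 libraries per genotype this remains a hypothesis.

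Transcripts of somatic marker genes were detected in the gonad libraries, and the paper does not report on them by gene. Of 56 genes listed as markers of intestine, body muscle, pharynx, hypodermis and cuticle, neurons and the somatic gonad, 54 were found in the deposited tables and 37 had at least 10 reads in every library, above the 3 reads taken as the smallest detectable count. Their summed CPM was 4704 and 4445 in the met-2;him-8 libraries and 3584 and 2560 in the him-8 libraries. A genotype difference in carried-over somatic tissue was tested by limma's camera on the 45 markers that passed the expression filter. Their median log2 fold change was 0.36, and 32 were higher and 13 lower in met-2;him-8. With the preset inter-gene correlation the p-value was 0.0248, and 0.0167 with the replicate block. Over the other settings the p-value, at the preset or an estimated correlation, ranged from 0.00310 with at least 10 reads in every library to 0.421 with the replicate block and the correlation estimated from the data, so the shift depends on the filter and on the correlation assumed. The median was 0.37 with RLE and 0.32 with upper quartile normalization. Intestine markers had a median of 0.55, with 10 of 11 higher, body muscle markers one of 0.39, with 9 of 10 higher, and hypodermis and cuticle markers one of 0.32, with 4 of 5 higher. Pharynx markers had a median of 0.23, with 1 of 2 higher, neuron markers one of 0.10, with 4 of 8 higher, somatic gonad sheath and spermatheca markers one of -0.06, with 4 of 9 higher, and germline markers one of 0.21, with 13 of 18 higher. Sperm markers had a median of -0.19, with 14 higher and 17 lower. These medians kept their signs under both normalizations. A difference in carried-over somatic tissue is a candidate explanation for part of the transcripts that are higher in met-2;him-8, and a response of these genes to the loss of MET-2 cannot be told apart from it in these libraries.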

How the results depend on the processing

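The number of differentially expressed genes depended on the filter, the tool and the block more than on normalization. It was 0 with TMM, RLE and upper quartile normalization, with at least 10 reads in every library, with the authors' RPKM above 0.5, with robust dispersion and at an adjusted p-value below 0.1. The numbers at an unadjusted p below 0.05 in these settings lay between 429 and 566, where between 425 and 604 would be expected by chance. With no expression filter 113 genes were called (84 higher and 29 lower in met-2;him-8, 11 of them X-linked, 62 shared with the authors' calls), with DESeq2 26 genes (12 higher, 14 lower, 1 X-linked, 19 shared) and with the replicate block 144 genes (86 higher, 58 lower, 13 X-linked, 59 shared). The share of higher calls was thus 74.3%, 46.2% and 59.7%. It has no value in the settings without calls, nor has the test of X-linked calls. In simulated data the same design made calls with 2 libraries per genotype. The simulated spread followed a trend over expression and did not vary further between genes, so those calls do not give the power in the data. The crossed pairing, added after the data were seen, gave 0 calls and 229 genes at an unadjusted p below 0.05. Among the edgeR fits, those with calls had prior degrees of freedom of 74.94 (replicate block) and infinity (no filter). Those without calls had values from 2.995 (crossed pairing) to 4.301 (upper quartile normalization). This value sets how far the spread of a gene is drawn toward that of the other genes. The cause of the differences in the number of calls was not tested. Adjusted over the authors' list alone, 58 genes were called, 126 with no filter, 87 with the replicate block and 82 with DESeq2. There were 73 at an adjusted p-value below 0.1, 63 with upper quartile normalization, 57 with RLE and 56 with robust dispersion. There were 37 with at least 10 reads in every library, 36 with the authors' RPKM filter and 37 with the crossed pairing.

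The X-linked shift kept its direction in every setting run. It passed the adjusted threshold only with at least 10 reads in every library (difference 0.206, adjusted p = 0.0256), and over the other settings with a set test the adjusted p-value ranged from 0.0634 to 0.836. It lay between 0.0724 and 0.382 across the 4 fits that each left out one library, which give no test. The shift of autosomal arms (0.161, adjusted p = 0.00112 in a family of 1 set) passed the threshold in each setting with a set test except those with the inter-gene correlation estimated from the data, where the difference was 0.161 with an adjusted p = 0.0631 and, together with the replicate block, 0.161 with an adjusted p = 0.246. The latter combination was added after the data were seen. It lay between 0.101 and 0.241 across the 4 fits that each left out one library. Robust dispersion cannot move either shift. The cause was not tested.

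The number of genotype-specific genes by counts was 6. It was 57 with at least 5 reads, 1 with at least 20 reads and 12 when up to 1 read was allowed in the other genotype, and it lay between 50 and 297 across the 4 counts that each left out one library. Not one of the authors' genotype-specific calls had a read in the genotype listed at 0, which settles every minimum. The correlation between met-2;him-8 replicates was 0.972, against 0.937 on untransformed CPM, 0.950 on log2(CPM + 0.1), 0.908 by Spearman and 0.945 over genes with at least 10 reads in every library. For him-8 it was 0.989, against 0.979, 0.981, 0.954 and 0.978. The cause was not tested. Of 78 alternative values for the 6 genes named by the rule, 69 were unchanged by the measure used, 5 passed the threshold (met-2 with no filter, with DESeq2 and with the replicate block, and clec-85 with no filter and with the block) and 4 moved with one library left out. The latter were him-8 at -0.72, clec-85 at 4.00, Y54G2A.16 at 0.48 and emr-1, whose sign changed, at -0.03. The depth of him-8 replicate 2 limits statements on absent transcripts, since 3 reads there correspond to 0.210 CPM.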

Differences from the paper's values

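The paper reports 181 differentially expressed transcripts, and edgeR's quasi-likelihood test with its default filter and without a replicate block called 0, with 526 genes at an unadjusted p below 0.05. Of the alternatives set before the data were examined, the replicate block, with 144 genes, brought the number within 1.5 times of the paper's. No filter (113 genes), DESeq2 (26 genes) and the others, with 0 genes, did not. Of the 144 genes, 59 are among the 181 calls of the authors' deposited table, all of them above 0 RPKM in both genotypes, and 85 are not. A count of the authors' deposited table under the paper's thresholds gives the paper's 181.

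The paper reports 57 transcripts that were higher in met-2, and the value here was 0. With no filter it was 84, which falls within 1.5 times of the paper's value, and with the replicate block it was 86 and with DESeq2 12, which do not. The paper's 73 transcripts detected in both genotypes stand against 0 here. With no filter there were 110 called genes with reads in both genotypes, with the block 144 and with DESeq2 26, and no alternative closed the gap. The paper's 23 X-linked transcripts stand against 0 here, with 11 with no filter, 13 with the replicate block and 1 with DESeq2, none of which closed the gap. The paper's 11 X-linked transcripts that were higher in met-2 stand against 0 here. No filter, with 9, and the replicate block, with 10, closed this gap, and DESeq2, with 0, did not. The paper's 12 X-linked transcripts that were lower stand against 0 here, and the 2 with no filter, the 3 with the block and the 1 with DESeq2 did not close the gap. The other settings called no gene.

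The paper reports 108 genotype-specific transcripts, defined by an RPKM of 0, and 6 genes were found by counts with a minimum of 10 reads in both libraries. Leaving out met-2;him-8 replicate 1 (77 genes) or met-2;him-8 replicate 2 (159 genes) brought the total within 1.5 times of the paper's, and the other alternatives did not. The 77 genes were 25 absent from met-2;him-8 and 52 absent from him-8, the opposite of the direction in the paper. The 159 genes were 109 absent from met-2;him-8 and 50 absent from him-8. Without him-8 replicate 1, 4 genes were absent from met-2;him-8 and 46 from him-8. Without him-8 replicate 2, 293 were absent from met-2;him-8 and 4 from him-8. The direction thus depended on the library left out. Of its 108 transcripts, the paper reports 89 off in met-2 against 4 here, where leaving out met-2;him-8 replicate 2 closed the gap. The paper reports 19 off in the control against 2 here, where a minimum of 5 reads gave 13 and closed the gap. The other alternatives did not close these gaps.

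The paper gives replicate correlations of 0.87 for met-2;him-8 and 0.97 for him-8, against 0.972 and 0.989 here. It does not state the scale of its Pearson coefficients, so the measures may differ. None of the alternatives set before the data were examined closed either gap. The nearest were 0.908 by Spearman for met-2;him-8 and 0.978 over genes with at least 10 reads in every library for him-8. The paper gives an average of 54 M aligned reads per library (1 M being 1e6 reads), and the deposited counts sum to a mean of 29.6 M reads on genes. No alternative applied to this value. Both averages need not cover the same transcripts, since ribosomal protein genes such as rpl-4 had 0 reads in every library.

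The paper states that a minority of its differentially expressed transcripts were elevated in met-2. With the replicate block 59.7% of the called genes were higher, and with no filter 74.3%. With DESeq2 it was 46.2%. Among the genes at an unadjusted p below 0.05 it was 37.8% in edgeR's test without the block, 51.5% with the block, 50.5% with DESeq2 and 60.2% with no filter, so that the direction depended on the setting. The paper calls transcripts of clec-85 elevated and those of egl-30 reduced in met-2;him-8. Both had that direction here, with an adjusted p = 0.886 without the block. With no filter and with the replicate block clec-85 was called. In no setting run was egl-30 called with an adjusted p-value below 0.05, and over the settings its lowest value was 0.0548, with the block. The paper places all of its calls outside the SAGE set at an RPKM below 5, and the authors' deposited table lists 103 calls below 5 in both genotypes, which is fewer than the paper's 141.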

Other observations

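The tests of other splits for the genotype-specific transcripts and of library complexity were chosen only after the results were seen. The other tests in this part were written down before their own results were seen, but after the X-linked and arm shifts had been seen. Splits were compared among those that part both same-numbered pairs, a limit applied after all 3 splits had been seen.

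The paper cites other studies for heterochromatin, H3K9me2 and repeats being concentrated on the autosomal arms and the left end of X, and a shift of autosomal arm genes was therefore tested. The left end of X was not tested apart from the rest of X. The median log2 fold change was 0.08 for 5602 arm genes and -0.08 for 3978 genes of the chromosome centres, a difference of 0.16. In limma's camera with the preset inter-gene correlation the p-value was 0.00112, and 0.00194 with the replicate block. With the correlation estimated from the data it was 0.0631, and 0.246 with the block too. The difference was positive in 4 of the 4 comparisons of single libraries of the 2 genotypes, from 0.08 to 0.28. For gene length, the difference was 0.167 after a fit on exon length and mean expression. For low expression of arm genes, the arm median lay at percentile 100 of 10000 draws of centre genes matched on mean expression, a description that treats genes as independent. For somatic transcripts, the difference was 0.146 among genes with RPKM above 7.7 in both genotypes. That set still holds 24 of the 45 somatic markers tested, so it cannot exclude somatic transcripts. The length and low-expression tests did not remove the difference. Of the 2 splits of the libraries that part both same-numbered pairs, 1 gave a difference as large, which is the real one. The crossed split gave -0.11 and the split by replicate number -0.04. The design cannot give a share small enough to exclude a chance division of the libraries. GC content was not tested here for arms or for the X chromosome, since no genome sequence was used. A small upward shift of arm genes may follow the loss of MET-2, but it cannot be told apart from a chance division of 4 libraries or from a difference in carried-over somatic tissue.

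X-linked genes had a median log2 fold change 0.21 above that of autosomal genes (camera adjusted p = 0.157, which fails the correction, with the difference positive in 3 of the 4 comparisons of single libraries). For low expression of X-linked genes, the X-linked median lay at percentile 100 of 10000 matched draws of autosomal genes, whose middle 95% ran from -0.02 to 0.08. For gene length, the difference after the same fit was 0.222. For somatic transcripts, it was 0.116 among 406 X-linked and 5867 autosomal genes with RPKM above 7.7, just over the limit of 0.106 under which the test would have pointed to somatic transcripts, and somatic markers remain in that set too. Of the 2 splits that part both same-numbered pairs, 1 was as large, the real one, and the crossed split gave -0.10. The split by replicate number, which parts none, gave 0.18, against 0.17 for the genotypes on the same scale, and this is a difference that same-numbered libraries share and the pairing removes. Between same-numbered libraries the X-linked difference was 0.07 and 0.29. It was 0.18 with the replicate block, with an adjusted p = 0.0681 from camera, where the alternatives ranged from 0.0256 to 0.836. The shift may be a modest rise of X-linked transcripts in met-2;him-8, but it cannot be told apart from a chance division of the 4 libraries or from carried-over somatic tissue.

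The authors' genotype-specific calls are mostly absent from met-2;him-8. Among all genes, 117 had 0 reads in both libraries of one genotype and at least 20 reads summed over the other, 92 of them absent from met-2;him-8 and 25 from him-8. Of the 2 splits that part both same-numbered pairs, 2 gave as many genes, since the crossed split gave 134, with 125 absent from met-2;him-8 replicate 1 and him-8 replicate 2, the 2 libraries with the fewest reads. The split by replicate number gave 87. For sequencing depth and library complexity, the genes expected at the smallest library total, by random removal of reads, were 12239 and 13398 in the met-2;him-8 libraries and 14508 and 13633 in the him-8 libraries, a ratio of means of 0.911. A Poisson approximation, tried first and then replaced, gave 12006 and 13187 in the met-2;him-8 libraries and 14323 and 12974 in the him-8 libraries, and the order of the replicate 2 libraries depends on this choice. The excess of transcripts absent from met-2;him-8 may come in part from the depth of him-8 replicate 1 and from less complex met-2;him-8 libraries, and a biological loss of these transcripts cannot be told apart from it.

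Some values of the authors' deposited table do not follow the reads, in genes chosen after their values were seen. In the authors' deposited table M02E1.3, which spans from 322855 to 323085 on the X chromosome, is listed at 869 RPKM in him-8 and 0 in met-2;him-8, with 2 reads in each him-8 library and 0 in the others. Its Cuffdiff q-value there is 0.312, so M02E1.3 is not one of the called transcripts. For uig-1 the authors' deposited table gives a log2 fold change of -4.64, while its reads were 36 and 112 in met-2;him-8 and 49 and 28 in him-8. In the authors' deposited table, 6549 genes are above 7.7 RPKM in him-8 and 6612 in met-2;him-8, where the paper gives a number for a dataset it names fer-1.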
